# Molecular profiling of resident and infiltrating mononuclear phagocytes during rapid adult retinal degeneration using single-cell RNA sequencing

**DOI:** 10.1038/s41598-019-41141-0

**Published:** 2019-03-19

**Authors:** Kaitryn E. Ronning, Sarah J. Karlen, Eric B. Miller, Marie E. Burns

## Abstract

Neuroinflammation commonly accompanies neurodegeneration, but the specific roles of resident and infiltrating immune cells during degeneration remains controversial. Much of the difficulty in assessing myeloid cell-specific functions during disease progression arises from the inability to clearly distinguish between activated microglia and bone marrow-derived monocytes and macrophages in various stages of differentiation and activation within the central nervous system. Using an inducible model of photoreceptor cell death, we investigated the prevalence of infiltrating monocytes and macrophage subpopulations after the initiation of degeneration in the mouse retina. *In vivo* retinal imaging revealed infiltration of CCR2^+^ leukocytes across retinal vessels and into the parenchyma within 48 hours of photoreceptor degeneration. Immunohistochemistry and flow cytometry confirmed and characterized these leukocytes as CD11b^+^CD45^+^ cells. Single-cell mRNA sequencing of the entire CD11b^+^CD45^+^ population revealed the presence of resting microglia, activated microglia, monocytes, and macrophages as well as 12 distinct subpopulations within these four major cell classes. Our results demonstrate a previously immeasurable degree of molecular heterogeneity in the innate immune response to cell-autonomous degeneration within the central nervous system and highlight the necessity of unbiased high-throughput and high-dimensional molecular techniques like scRNAseq to understand the complex and changing landscape of immune responders during disease progression.

## Introduction

Although the central nervous system (CNS) was once considered entirely immune-privileged, there is growing evidence that interplay between neurons, glia, and the immune system are vital to healthy synaptic function^1^. Microglia, the resident macrophages of the CNS, are essential for synaptic homeostasis and plasticity and have been implicated in many neurodevelopmental and neurodegenerative diseases^2^. In contrast, infiltration of peripheral leukocytes into the CNS is considered rare and to primarily follow physical trauma or infection^3,4^. In the retina, infiltrating monocytes are associated with chemical or photolytic injury of the retinal pigment epithelium (RPE), which contributes to the blood-retinal barrier^5–9^. The differentiation of monocytes into microglia-like macrophages within the retina further challenges the ability to discern functional differences, if any, between these two distinct populations^8,10^. While there are some useful expression markers to differentiate between immune cell types, particularly when used in combination for immunohistochemistry^11^ or flow cytometry^8^, most transcriptomic and proteomic analyses are applied to entire populations, inherently averaging across subclasses and obfuscating cellular diversity.

Recent advances in single-cell RNA sequencing (scRNAseq) provide an exciting opportunity to understand the unique roles of individual cells in a high-throughput platform. Here we paired scRNAseq with a well-characterized inducible model of photoreceptor degeneration, the *Arr1*^*−/−*^ mouse^12^. Arrestin1, which is also known as retinal S-antigen (gene ID *Sag*, here refered to as *Arr1*), is a photoreceptor-specific cytosolic protein that deactivates photoexcited rhodopsin, shutting down the rod phototransduction cascade^13^. In the absence of Arr1, rods become extraordinarily sensitive^12^ and degenerate upon light exposure^14–16,17^. Even relatively dim light causes rapid ultrastructural disruption of *Arr1*^*−/−*^ photoreceptor inner segments, swelling of neighboring glia (Müller cells), and activation and migration of microglia into the photoreceptor layer within 24 hours^18^. Because *Arr1* is expressed only in photoreceptors, the *Arr1*^*−/−*^ model presents a unique opportunity to study the heterogeneity of immune responders in a time-locked manner when a specific class of neuron begins to die.

Using *in vivo* imaging, flow cytometry, and scRNAseq, we here report profound differences in the inflammatory profiles, mitotic activity, and active phagocytosis of distinct subpopulations of microglia, monocytes, and monocyte-derived macrophages within 48 hours of the onset of rod degeneration. These results reveal a greater level of phenotypic variety than previously appreciated, adding to the complexity of understanding the role of immune cells, even at short times after the onset of neurodegeneration.

## Results

### Invasion of peripheral immune cells into the rapidly degenerating retina

The *Arr1*^*−/−*^ mouse is a convenient, light-inducible model of widespread, cell-autonomous photoreceptor neurodegeneration^14,17^. Previous studies have shown that within 24 hours of light onset, microglia change morphology and migrate into the photoreceptor layer, and between 36 and 72 hours after light onset there is a dramatic increase in the number of Iba1^+^ cells present in the retina^18^. We first aimed to investigate the source of this increase in cell number using immunohistochemistry on *Arr1*^*−/−*^ retinas exposed to 48 hours of light. Sections of retina immunohistochemically stained for CD11b, a pan-myeloid cell marker, showed the presence of enlarged macrophage-like cells in and around the photoreceptors and subretinal space. Additionally, there were small round CD11b^+^ monocyte-like cells often visible at the vitreoretinal surface and retinal layers of light exposed mice that were never observed when the animals were maintained in darkness (Fig. 1a).

**Figure 1:**
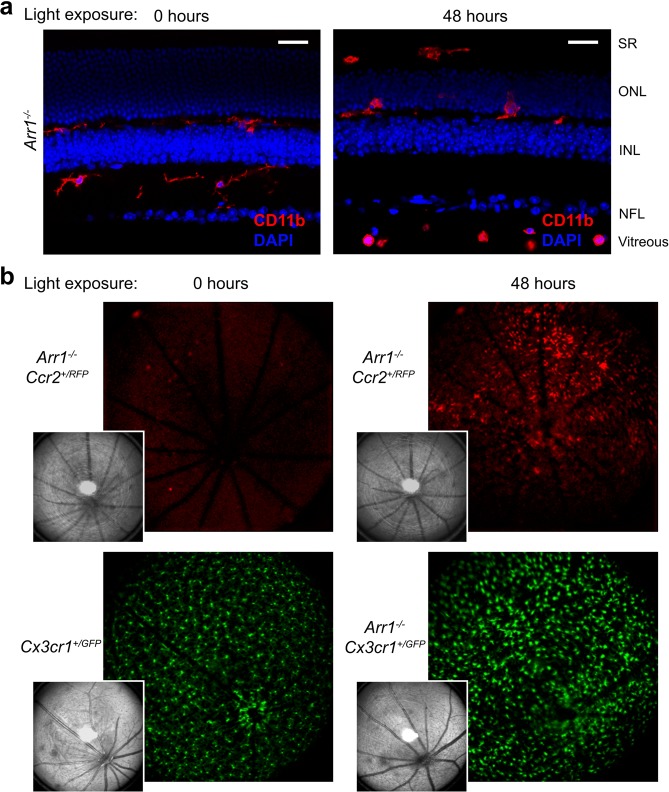
Immune cells respond to acute photoreceptor degeneration. (**a**) Immunohistochemical sections before and after onset of photoreceptor degeneration. After 48 hours of light exposure, CD11b^+^ cells that were round appeared in the vitreous and nerve fiber layer (NFL) near large caliber vessels while those that were ameboid were present in the subretinal space (SR) and photoreceptor layer (outer nuclear layer, ONL). Scale bars indicate 25 µm, INL = inner nuclear layer. (**b**) *In vivo* retinal imaging using scanning laser ophthalmoscopy. Cells expressing RFP driven by the CCR2 promoter (putative monocytes) appeared abruptly within 48 hours of light exposure (compare 0 to 48 hours exposure taken from the same mouse), while the number of GFP expressing resident microglia of changed little. Insets show corresponding reflectance images.

Monocyte extravasation into the retina has been implicated in other mouse models of retinal and RPE damage known to disrupt the blood-retina barrier (for example, see^6^). However, to our knowledge, leukocyte infiltration has not been previously known to occur in any models of cell-autonomous retinal neurodegeneration. To confirm the presence of infiltrating cells *in vivo*, we crossed *Arr1*^*−/−*^ mice with *Ccr2*^*RFP/RFP*^ knock-in mice that express RFP downstream of the *Ccr2* promoter. Using scanning laser ophthalmoscopy, we could detect very little RFP^+^ signal within the retinas of dark-reared *Arr1*^*−/−*^ *Ccr2*^*+/RFP*^ mice. However, when the same mouse was imaged after 48 hours of light exposure, many RFP^+^ cells were evident within the retinal parenchyma (Fig. 1b, red), consistent with monocyte infiltration. These cells were distinct from microglial cells, which showed a different morphology and pattern of distribution at this same time point *in vivo* (*Arr1*^*−/−*^ *Cx3CR1*^+*/GFP*^; Fig. 1b, green). These results suggest that there are multiple distinct populations of immune cells that rapidly respond at the onset of photoreceptor degeneration.

### Single cell profiling reveals four classes of CD11b^+^CD45^+^ cells

To more precisely identify resident and peripheral immune cell classes in the retina we used single-cell RNA sequencing. Retinas of healthy dark-reared control and degenerating (light-exposed) *Arr1*^*−/−*^ littermates were dissociated, and all live cells expressing both CD11b and CD45, which include both microglia and monocytes, were collected using FACS for single-cell RNA sequencing (Fig. 2, black polygon). Posthoc analysis of the collected cells showed a dramatic increase in the number of CD11b^+^ CD45^high^ cells (Fig. 2, green box), consistent with the invasion of peripheral cells seen by *in vivo* imaging. Interestingly, there was also an increase in the number of CD11b^−^ CD45^high^ cells during degeneration (Fig. 2); these cells were not captured for scRNAseq and will be the subject of future study.

**Figure 2:**
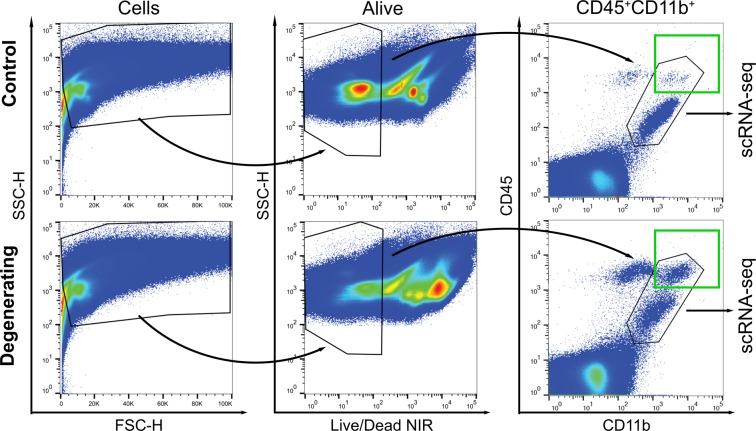
Immune response to photoreceptor degeneration can be identified and captured using FACS. After retinal dissociation, cells were detected using side scatter (SSC) and forward scatter height (FSC-H); cells that were alive (Live/Dead NIR low) and double positive for CD11b and CD45 were captured for single-cell mRNA sequencing. Green box indicates CD11b^+^CD45^high^ population, which was far larger in the degenerating sample. Black polygon encompasses cells captured for single-cell transcriptomics.

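The single-cell data came from *Arr1*−/− mice, which lack arrestin-1, a rod protein that ends the response to light, and whose rods degenerate in light. The control library was made from 6 retinas of 3 dark-reared mice, and the degenerating library from 6 retinas of 3 littermates after 48 h of light at 200 lux. The authors processed the reads with Cell Ranger into counts of unique molecular identifiers (UMIs) per gene and cell barcode, without normalization. The control library held 454 barcodes with 2912627 UMIs and the degenerating library 951 barcodes with 5785610 UMIs. Following the paper's methods, cells with 500 to 3000 detected genes were kept. The lower limit removed 225 control barcodes (49.6%) and 51 degenerating barcodes (5.36%), and the upper limit removed 0 and 2. The 229 kept control cells had a median of 8540 UMIs (range 3172 to 53563) and 805 genes. The 898 kept degenerating cells had a median of 5541.5 UMIs (range 1477 to 25014) and 1148 genes. Levels were calculated as UMIs per 1000000 UMIs (CPM) of the summed cells of a group with exact 95% Poisson intervals, and shares of cells were given exact Clopper-Pearson intervals. Shares of cells with a UMI were also taken after each cell with enough UMIs was thinned at random to 2200 UMIs. Because each condition was a single library of pooled mice, the intervals cover counting error only, and no test was made between conditions or between groups of cells.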

Single-cell mRNA libraries of CD11b^+^CD45^+^ cells were generated and sequenced with stringent pre-processing and quality control cell filtering. The transcriptomes of all cells were compared using principal components analysis, and data were displayed in two dimensions using a *t*-distributed stochastic neighbor embedding (tSNE) plot where the relative position of each point reflects the genetic similarity of the cell to others in the population. 

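The 30 nearest neighbours of each kept cell were taken from the first 10 principal components, and the share of neighbours from the cell's own library was averaged. In control cells the mean share was 86.8%, where random mixing gives 20.3%, and 156 of 229 control cells had control neighbours alone. The 170 control cells named resting microglia-like from their marker genes had a mean share of 98.8%. For the 48 control cells named activated microglia-like the mean was 60.5%, and for the 10 named monocyte-like it was 17.7%.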

The majority of immune cells in the dark-reared control sample (Fig. 3a, red) formed a well-defined cloud that did not overlap with cells from the degenerating retina. Instead three new qualitatively distinct clouds emerged in the degenerating sample (Fig. 3a, blue). This dissimilarity of control and degenerating samples from *Arr1*^*−/−*^ littermates indicates that the gene expression profiles themselves were not grossly affected by tissue processing, and suggests that these four clouds represent the presence of four distinct classes of CD11b^+^CD45^+^ cells (Fig. 3b).

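In degenerating cells, 98.4% of neighbours came from the same library on average, against 79.7% under random mixing. The mean was 97.3% for the 267 activated microglia-like cells, 97.8% for the 238 monocyte-like cells and 100% for the 244 macrophage-like cells. Library and light exposure coincide, so a difference in the preparation of the libraries cannot be separated from the condition in these shares.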

**Figure 3:**
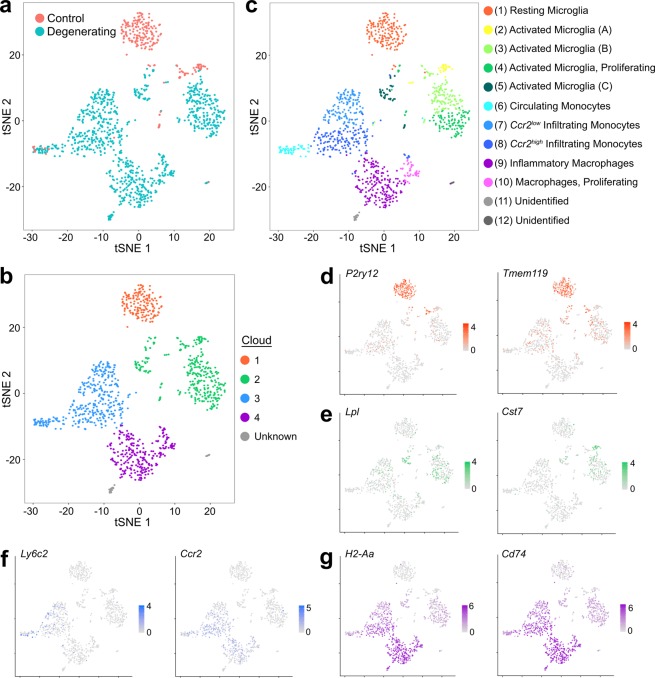
Identification of immune cells before and during retinal degeneration, displayed in tSNE plot of all cells, collapsed from a *k*-nearest neighbor comparison of all gene expression comprising the top 10 principal components. (**a**) Cells color-coded by sample identity, with immune cells from dark-reared control retinas in red and from degenerating retinas in blue. (**b**) Cells can be broadly grouped into 4 clouds, which correspond to the main 4 cell types: (1) resting microglia, (2) activated microglia, (3) monocytes, and (4) monocyte-derived macrophages. (**c**) Cells color-coded by cluster, identified by an unsupervised graph-based algorithm, and assigned cell identity using relative abundance of established markers. (**d**–**g**) Example marker gene expression of genes associated with resting microglia (**d**), activated microglia (**e**), monocytes (**f**), and monocyte-derived macrophages (**g**). Scales in (**d**–**g**) indicate relative expression (log TPM values), with grey indicating no expression and saturated color indicating highest expression.

To test whether the clouds indeed correspond to distinct cell classes, we queried the expression of numerous known or proposed microglia, monocytes, and macrophages markers across all cells (at least 15 markers per group). The expression of these markers was first examined graphically, by displaying the relative expression of each gene on a tSNE plot. 

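Clouds were rebuilt as groups of clusters, with the marker genes reported here left out of the genes used for clustering. The group matched to Cloud #1 held 170 control cells and 1 degenerating cell, and the group matched to Cloud #2 held 48 and 267. *P2ry12* (ENSMUSG00000036353), on chromosome 3 of GRCm38 from 59216272 to 59262871, was at 2896 CPM (2812 to 2982) in Cloud #1, 257 CPM (235 to 280.2) in Cloud #2, 33.8 CPM in Cloud #3 and 7.84 CPM in Cloud #4. *Tmem119* was at 1563 CPM (1501 to 1627) in Cloud #1 and 219 CPM (199 to 241) in Cloud #2. A *P2ry12* UMI was found in 96.5% of Cloud #1 cells at a median of 8440 UMIs, and in 3.28% of Cloud #4 cells, which should lack it, at a median of 6540.5 UMIs. After thinning these shares were 88.3% and 0.844%. *Lpl* (ENSMUSG00000015568, chromosome 8, 68880491 to 68907448) was at 436 CPM (407 to 466) in Cloud #2, 64.9 CPM in Cloud #1, 104 CPM in Cloud #3 and 53.8 CPM in Cloud #4. Within Cloud #2, *Lpl* was at 64.8 CPM (47.6 to 86.1) in control and 655 CPM (611 to 702) in degenerating cells. *Cst7* was at 713 CPM (676 to 752) in Cloud #2 and 120.0 CPM (103 to 139) in Cloud #1. Of the alternatives tried, keeping cells with 200 to 3000 genes changed a class level of *P2ry12* most (P2ry12 level, activated microglia-like, control, from 583 to 1318 CPM).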

Cloud #1 (Fig. 3b, orange), which was present only in control retina, expressed the highest levels of resting microglia markers, such as *P2ry12* and *Tmem119* (Fig. 3d); Cloud #2 (Fig. 3b, green) contained markers of microglial activation, such as *Lpl* and *Cst7* (Fig. 3e)^19,20^. Cloud #3 (Fig. 3b, blue) contained abundant monocyte markers such as *Ly6c2* and *Ccr2* (Fig. 3f), and in Cloud #4 (Fig. 3b, purple) markers of monocyte-derived macrophages like *H2-Aa* (an MHCII gene) and *Cd74* were most highly expressed (Fig. 3g)^21^. 

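*Ly6c2* (ENSMUSG00000022584), on chromosome 15 from 75108158 to 75111970, was at 198 CPM (181 to 215) in Cloud #3, 25.2 CPM (18.4 to 33.7) in Cloud #4 and 7.16 CPM in Cloud #2. In Cloud #1, 0 of 171 cells had a *Ly6c2* UMI, and the upper end of the interval of its level was 2.39 CPM. *H2-Aa* (ENSMUSG00000036594, chromosome 17, 34282744 to 34287823) was at 18267 CPM (18069 to 18466) in Cloud #4, 4552 CPM (4470.4 to 4636) in Cloud #3, 258 CPM in Cloud #2 and 132 CPM in Cloud #1. *Cd74* was at 54990.3 CPM (54647 to 55335) in Cloud #4 and 16521 CPM (16364 to 16678.5) in Cloud #3.

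**Figure D1:**
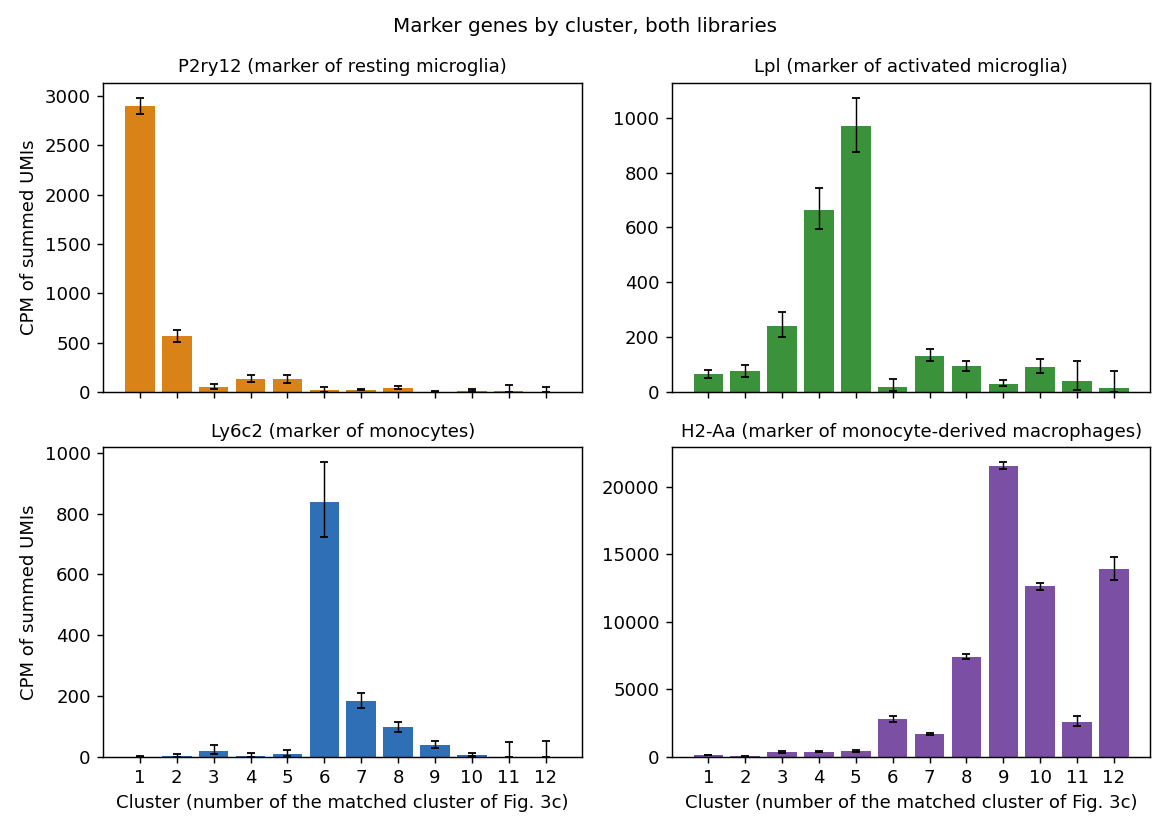
CPM of *P2ry12*, *Lpl*, *Ly6c2* and *H2-Aa* (y axes) in the 12 rebuilt clusters (x axes, number of the matched cluster of Fig. 3c), with both libraries summed, bars for the level and error bars for the Poisson interval. *P2ry12* is highest in Cluster #1, *Lpl* in Cluster #5, *Ly6c2* in Cluster #6 and *H2-Aa* in Cluster #9.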

For further graphical examples of marker gene expression, see Supplemental Fig. 1. Queries for markers of other immune and retinal cell types, including dendritic cells, neutrophils, and T and B cells, did not identify any other major cell types in the dataset, as expected since only CD11b^+^ cells were selected for analysis.

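Marker lists for other cell types were summed over the cells of each rebuilt cluster. The neutrophil list was highest in Cluster #6 at 95.3 CPM, the T and NK cell list in Cluster #12 at 138 CPM and the B cell list in Cluster #11 at 90.1 CPM. Higher levels were found for the endothelial cell list in Cluster #11 at 11714 CPM, the migratory dendritic cell list in Cluster #12 at 11702.5 CPM and the rod list in Cluster #3 at 16941 CPM. Perivascular macrophage genes reached 227 CPM in Cluster #6 and Müller glia genes 373 CPM in Cluster #12. The erythrocyte list had 0 UMIs in both libraries, with upper ends of the intervals of 1.57 CPM in control and 0.651 CPM in degenerating cells. The dendritic cell list was at 648 CPM (611 to 686) in macrophage-like degenerating cells and 112 CPM (95.3 to 131) in monocyte-like degenerating cells. The classical tissue macrophage list was highest in Cluster #1 at 5862 CPM.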

To independently identify differences in gene expression between these clouds, we used Seurat to generate lists of abundant transcripts differentially expressed in each Cloud relative to all other cells. These lists were rife with many known marker genes for these cell types (Supplemental Table 1), including several of the markers queried in Fig. 3 and Supplemental Fig. 1. Thus, both candidate gene expression queries and unbiased transcriptional profiling support the conclusion that the four primary clouds of Fig. 3b reflect: (1) Resting Microglia, (2) Activated Microglia, (3) Monocytes, and (4) Monocyte-derived Macrophages.

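For the 140 genes of Supplemental Table 1, the log fold of each cloud over all other cells was calculated from mean normalized expression. Of these genes, which the paper chose on the same cells, 140 had the direction given in the table. The natural log fold of *P2ry12* in Cloud #1 was 2.81 against all other cells, and of the alternatives on this scale the other cells of the same library moved it most, to 1.03.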

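The resting microglia list was at 8814 CPM (8666 to 8964) in resting microglia-like control cells and 1349.8 CPM (1286 to 1416) in activated microglia-like degenerating cells. The activated microglia list was at 40320.3 CPM (39966 to 40677) in the latter, 13562 CPM (13378 to 13747) in the former and 56701 CPM (56259.7 to 57145) in the unnamed degenerating cells of Cluster #7. In activated microglia-like control cells this list was higher, at 59075.5 CPM (58518 to 59637). The microglial lineage list was at 68632 CPM (68218 to 69047) in resting microglia-like control cells, 12731 CPM (12544.5 to 12920.4) in monocyte-like, 3729 CPM (3639.6 to 3819) in macrophage-like and 15698 CPM (15466 to 15932) in unnamed degenerating cells. Monocyte genes summed to 4354 CPM (4245 to 4465) in monocyte-like degenerating cells and 2515 CPM (2441 to 2589) in macrophage-like cells, and MHCII genes to 50318 CPM (49946 to 50693) and 119788 CPM (119281 to 120297). From the queries of candidate genes and from the transcriptional profiling, the paper concludes that the clouds are resting microglia, activated microglia, monocytes and monocyte-derived macrophages.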

### *In silico* identification of cell subtypes with different activation and proliferation states

To objectively identify transcriptionally distinct groups of cells, we used an unsupervised *in silico* graph-based clustering algorithm^22^. This algorithm identified 12 distinct clusters, corresponding to 12 putative populations (Fig. 3c). 

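Clustering of the 1127 kept cells was repeated at the paper's resolution of 1.5, on 2874 variable genes after 40 reported or marker genes were left out. It gave 12 clusters. Each was matched to a cluster of Fig. 3c by its level of the genes of Supplemental Table 2, which the paper chose on the same cells, and is named by that number here. Of the alternatives that clustered both libraries together, a resolution of 0.6 moved the number of clusters most, to 7. In 20 draws of simulated cells that all shared a single expression profile, the same steps gave 9 to 13 clusters.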

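The rebuilt cluster matched to Cluster #1 held 171 cells, those matched to Clusters #2, #3, #4 and #5 held 40, 134, 90 and 51 cells, and those matched to Clusters #6, #7 and #8 held 54, 119 and 194 cells. Clusters #9 and #10 held 189 and 55 cells, and Clusters #11 and #12 held 11 and 19 cells. Cluster #7 stayed unnamed, since 0 of its 10 leading genes were monocyte markers and 1 was an activated microglia marker, with a highest score of 0.703 for the monocyte list and a second score of 0.444 for the activated microglia list. In Cluster #11 the genes with the largest ratio over all other cells were *Cldn5*, *Igfbp7*, *Itm2a*, *Tm4sf1* and *Tmem252*, and in Cluster #12 they were *Ccr7*, *Tnfrsf4*, *Cacnb3*, *Tnfrsf9* and *Serpinb6b*.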

One cluster fell within the cloud deemed resting microglia (Fig. 3c, Cluster #1); four clusters fell within the cloud of activated microglia (Clusters #2–5); three clusters fell within the cloud of monocytes (Clusters #6–8); two fell within the cloud of monocyte-derived macrophages (Clusters #9–10); and two very small clusters could not be confidently identified as any immune or retinal cell type (Clusters #11–12).

To identify potential functional differences between these putative subpopulations, we used Seurat to determine the genes most differentially expressed between clusters (Supplemental Table 2 for list and *p*-values). Genes associated with specific functional states like inflammation, proliferation, and phagocytosis were enriched in particular subsets of clusters (Fig. 4). For example, expression of the inflammatory cytokines, such as *Il-1β*, was highest in monocytes and macrophages (Fig. 4a, Clusters #6–10). 

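*Il1b* (ENSMUSG00000027398), on chromosome 2 from 129364570 to 129371139, was at 4278 CPM (4163 to 4394) in Cluster #8, 3934 CPM (3784 to 4089) in Cluster #10 and 2872 CPM (2773 to 2972) in Cluster #9. In Clusters #6 and #7 it was at 1779.7 CPM (1608 to 1965) and 1152 CPM (1090.1 to 1217). Among Clusters #1 to #5 the level of *Il1b* ran from 61.1 CPM in Cluster #2 to 369 CPM (312 to 434) in Cluster #5.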

Cluster #6 contained cells from both control and degenerating samples that expressed markers for peripheral immune cells like *Plac8*, suggesting that these were circulating cells captured in the vasculature at the time of dissection. 

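The rebuilt Cluster #6 held 10 control and 44 degenerating cells. *Plac8* (ENSMUSG00000029322, chromosome 5, 100553725 to 100572245) was at 6558 CPM (5984 to 7172) in its control cells and 4354 CPM (4024 to 4705) in its degenerating cells. A *Plac8* UMI was found in 87.0% of Cluster #6 cells at a median of 4140 UMIs and in 2.34% of Cluster #1 cells, which should lack it, at a median of 8440 UMIs. After thinning these shares were 82.0% and 1.17%. *Plac8* was at 1206 CPM (1142.5 to 1272) in Cluster #9 and 326 CPM (295 to 359) in Cluster #8. The non-classical monocyte list was highest in Cluster #6 at 1703 CPM.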

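*Cdk1* (ENSMUSG00000019942), on chromosome 10 from 69335146 to 69352938, was at 459.6 CPM (400.2 to 525) in Cluster #4 and 196 CPM (164 to 233) in Cluster #10. A *Cdk1* UMI was found in 46 of 90 Cluster #4 cells (51.1%) at a median of 3839.5 UMIs and in 29 of 55 Cluster #10 cells (52.7%) at a median of 11809 UMIs. The share with a *Cdk1* UMI was 2.92% in Cluster #1 at a median of 8440 UMIs, and 31.4% in Cluster #5 at 7510 UMIs. After thinning, the shares were 47.2% in Cluster #4, 23.6% in Cluster #10, 1.17% in Cluster #1 and 23.9% in Cluster #5. *Pclaf*, listed in the data as *2810417H13Rik*, had a UMI in 62.2% of Cluster #4 cells, 78.2% of Cluster #10 cells and 2.34% of Cluster #1 cells, and after thinning in 50%, 63.6% and 1.75%.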

The majority of cells of only two of the clusters (Clusters #4, #10) expressed genes associated with cell division, such as *Cdk1* and *Pclaf*, suggesting that these subpopulations were actively proliferating (Fig. 4b). 

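*Guca1a* (ENSMUSG00000023982, chromosome 17, 47394558 to 47400584) was at 863 CPM (779.9 to 953) in Cluster #3 and 273 CPM (224 to 329.8) in Cluster #5. *Cngb1* (ENSMUSG00000031789) was at 163 CPM (128 to 205) in Cluster #3 and 93.6 CPM (65.9 to 129) in Cluster #5. With degenerating cells alone, *Guca1a* was at 54.6 CPM (33.8 to 83.4) in Cluster #3 and 16.8 CPM (6.17 to 36.6) in Cluster #5. A UMI of *Guca1a* or *Cngb1* was found in 15 of 48 activated microglia-like control cells (31.2%) at a median of 9869 UMIs and in 27 of 267 activated microglia-like degenerating cells (10.1%) at 3132 UMIs. In monocyte-like degenerating cells, as a comparison, it was found in 24 of 238 cells (10.1%) at 5694 UMIs. For *Guca1a* alone, the shares after thinning were 20.8%, 6% and 5.91% in these classes.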

Finally, another small but distinct cluster contained some photoreceptor-specific transcripts involved in rod phototransduction, such as *Guca1a* and *Cngb1* (Fig. 4d, subset of Cluster #5). 

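Of the 48 activated microglia-like control cells, 9 had UMIs of at least 10 of 17 rod genes other than *Guca1a* and *Cngb1*, and 3 of the 267 activated microglia-like degenerating cells did. Of these control cells, 7 were in Cluster #3 and 2 in Cluster #5. Rod genes made up 12.1% of their UMIs, and their microglial lineage list was at 0.0348 times its level in the 36 activated microglia-like control cells with under 5 such genes. The minimum of 10 rod genes was chosen after the data were seen. With a minimum of 5, which was set first, 12 control cells qualified and this ratio was 0.519.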

We interpret this to mean that these activated microglia had phagocytosed rods containing non-degraded mRNA immediately before tissue processing.

**Figure 4:**
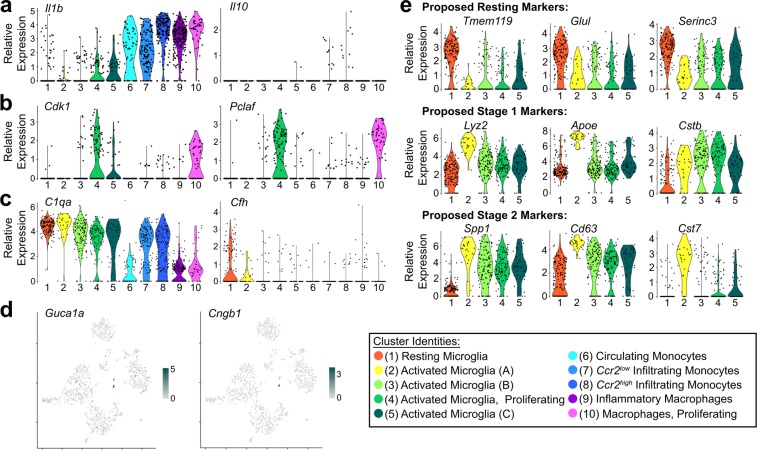
Differential gene expression between subtypes. (**a**) Representative inflammatory cytokine (*Il1b*) and anti-inflammatory cytokine (*Il10*) expression across identified clusters. (**b**) Identification of proliferative populations by expression of mitotic genes *Cdk1* and *Pclaf* (*2810417H13Rik*). (**c**) Expression of representative complement genes (*C1qa* and *Cfh*) across clusters. (**d**) Rod photoreceptor transcripts, including *Guca1a* and *Cngb1*, are found in a subset of activated microglia, particularly in several cells from Cluster #5 (activated microglia C). (**e**) Expression of disease activated (DA) microglia markers from Keren-Shaul *et al*. 2017, which suggested: *Tmem119*, *Glul*, and *Serinc3* are downregulated in DA microglia (i.e., are markers of resting microglia); *Lyz2*, *Apoe*, and *Cstb* are upregulated during Stage 1 of disease-related activation; *Spp1*, *Cd63*, and *Cst7* are upregulated in Stage 2 activation. None of the 5 microglia clusters in the present study completely align with these previously defined activation stages. For example, *Cst7* expression is low in activated microglia Clusters #3–5, despite the expression of other Stage 2 markers. Additionally, activated microglia Cluster #2 has lower expression of *Cstb* despite otherwise strong expression of several Stage 1 and Stage 2 markers. In (**a–c,e**), the color corresponds to the cluster identity and the extruded shape represents the distribution of cells with the corresponding expression levels.

Microglia (Clusters #1–5) expressed many complement-related genes (Supplemental Table 2), but the relative expression patterns between clusters were not uniformly helpful in identifying potential functional subpopulations. For example, C1q component genes like *C1qa* (Fig. 4c) and some integrin subunits (data not shown) were expressed at similar levels in both control and degenerating samples, suggesting that microglia are capable of initiating the classical complement pathway in both resting and activated states. In contrast, Complement Factor H (Cfh), which inhibits the alternative complement pathway and has been linked to age-related macular degeneration^23,24^, was decreased in the degenerating sample and did not differ much between activated microglia subpopulations (Fig. 4c).

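*C1qa* (ENSMUSG00000036887), on chromosome 4 from 136895917 to 136898803, was at 9578 CPM (9450.5 to 9706) in the 218 microglia-like control cells and 5705 CPM (5573 to 5839.7) in the 268 microglia-like degenerating cells. A *C1qa* UMI was found in 97.2% of the former at a median of 8557.5 UMIs and in 92.2% of the latter at 3157 UMIs, compared with 61.9% of macrophage-like cells at 6540.5 UMIs. After thinning the shares were 95.0%, 94.5% and 32.1%.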

Since distinct subpopulations of activated microglia have been previously identified in Alzheimer’s disease and ALS^19^, we examined if those previously defined activated stages were sufficient to describe the subpopulations identified here (Fig. 4e). Keren-Shaul and colleagues suggested that microglia activation occurred in two stages, so we examined the expression of markers for both stages across all microglia clusters. 

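*Glul* (ENSMUSG00000026473) was at 1553 CPM (1492 to 1617) in Cluster #1, 464 CPM (412 to 519.8) in Cluster #2, 288 CPM in Cluster #3, 295 CPM in Cluster #4 and 369 CPM in Cluster #5. *Serinc3* (ENSMUSG00000017707) was at 1365 CPM (1307 to 1425) in Cluster #1 and ran from 269.5 CPM in Cluster #2 to 511 CPM in Cluster #5.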

Although many of the same resting microglia markers were expressed in our control sample (Cluster #1; Fig. 4e, top row), the relative expression profiles of activated microglia clusters did not consistently align with the activation progression observed in Alzheimer’s disease and ALS. For example, *Lyz2* and *Apoe*, two genes that were previously associated with stage one of activation in Alzheimer’s Disease, were only enriched in one of the four activated microglia clusters (Cluster #2), yet another prominent Stage 1 marker, *Cstb*, was not similarly enriched in this cluster (Fig. 4e, middle row). 

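*Lyz2* (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321) was at 25602 CPM (25211 to 25998) in Cluster #2 and between 4643 CPM in Cluster #4 and 5989.9 CPM in Cluster #3 in the other activated microglia clusters. *Apoe* (ENSMUSG00000002985) was at 125688 CPM (124820 to 126561) in Cluster #2, 27298 CPM in Cluster #5, 12949 CPM in Cluster #3 and 5969 CPM in Cluster #4. *Cstb* (ENSMUSG00000005054) was at 526 CPM (472 to 586) in Cluster #2, 718 CPM (637 to 807) in Cluster #5, 1206 CPM (1108 to 1309) in Cluster #4 and 1389.6 CPM (1283 to 1502) in Cluster #3. Cluster #2 held 36 control and 4 degenerating cells, so its differences from Clusters #3 to #5 are also differences between libraries.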

Clusters #3–5 expressed some genes associated with the second stage of activation, such as *Spp1* and *Cd63*, but there was a marked absence of others, such as *Cst7* (Fig. 4e, bottom row). Additionally, several of these genes and others have been identified as being differentially expressed in activated brain microglia after lysolecithin demyelination^20^. However, the relative expression and subpopulations again do not align precisely (see Supplemental Fig. 1 for further examples of lysolecithin demyelination-related genes expression during *Arr1*^*−/−*^ degeneration). These findings suggest that although some features of microglia activation may be conserved, the specific molecular phenotypes and subpopulations may depend on the tissue, type, and extent of neuronal degeneration.

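*Spp1* (ENSMUSG00000029304) was at 18934 CPM, 13914.5 CPM and 19508 CPM in Clusters #3, #4 and #5, compared with 449 CPM (417 to 484) in Cluster #1. *Cd63* (ENSMUSG00000025351) was at 3030.2 CPM, 3157 CPM and 3457 CPM in these clusters and 1239.9 CPM (1185 to 1297) in Cluster #1. *Cst7* (ENSMUSG00000068129) was at 352 CPM (299.9 to 411) in Cluster #3, 227 CPM (186 to 274) in Cluster #4 and 448 CPM (384 to 519) in Cluster #5, compared with 1492 CPM (1398 to 1589.6) in Cluster #2. Against Cluster #1, which holds the same cells as Cloud #1, *Cst7* was higher in each of Clusters #3 to #5. It was thus low beside Cluster #2 but not absent.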

### Re-examining molecular heterogeneity of the immune response in the context of degeneration

Translating the insights garnered from the single-cell data into the framework of retinal structure and more traditional methodologies is essential for subsequently testing and manipulating immune cell function during degeneration. As a first step, we focused on MHCII, a common marker of monocyte-derived macrophages^25^ that indeed showed prominent expression in those corresponding clusters (Fig. 5a, *H2-Aa*, Clusters #9–10). 

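*H2-Aa* was at 21566.5 CPM (21296 to 21839.5) in Cluster #9 and 12624 CPM (12354 to 12898) in Cluster #10. Among the other clusters it was highest in Cluster #12 at 13938 CPM (13092 to 14825), followed by Cluster #8 at 7423 CPM (7272 to 7576) and Cluster #6 at 2774 CPM (2558 to 3003). A *H2-Aa* UMI was found in 71.2% of activated microglia-like degenerating cells at a median of 3132 UMIs and in 4.13% of microglia-like control cells at 8557.5 UMIs. After thinning these shares were 50.5% and 2.29%.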

FACS detection of MHCII antibody staining revealed a dramatic increase in MHCII protein levels in CD45^+^ CD11b^+^ cells from the degenerating retina (Fig. 5c, blue box, compare control to degenerating; see Fig. 5b for gating strategy). The same MHCII antibody when applied to immunohistochemistry stained only a fraction of CD11b^+^ cells, as best illustrated by looking at a population of cells across a large retinal area in flat mounts (Fig. 5e). In retinal sections, MHCII^+^ cells were not localized in any particular layer but instead were distributed throughout the retina, from the vitreal surface to the outer plexiform layer (Fig. 5d). This suggests either that the monocyte-derived macrophages did not rapidly accumulate in the photoreceptor layers or that the differentiation from monocyte to macrophage happened well before the cells arrived at their final destination. Notably, there were no clear morphological distinctions between MHCII^+^ and MHCII^−^ populations, emphasizing the inadequacy of using morphology for discriminating between activated microglia and monocyte-derived macrophages in this instance.

**Figure 5:**
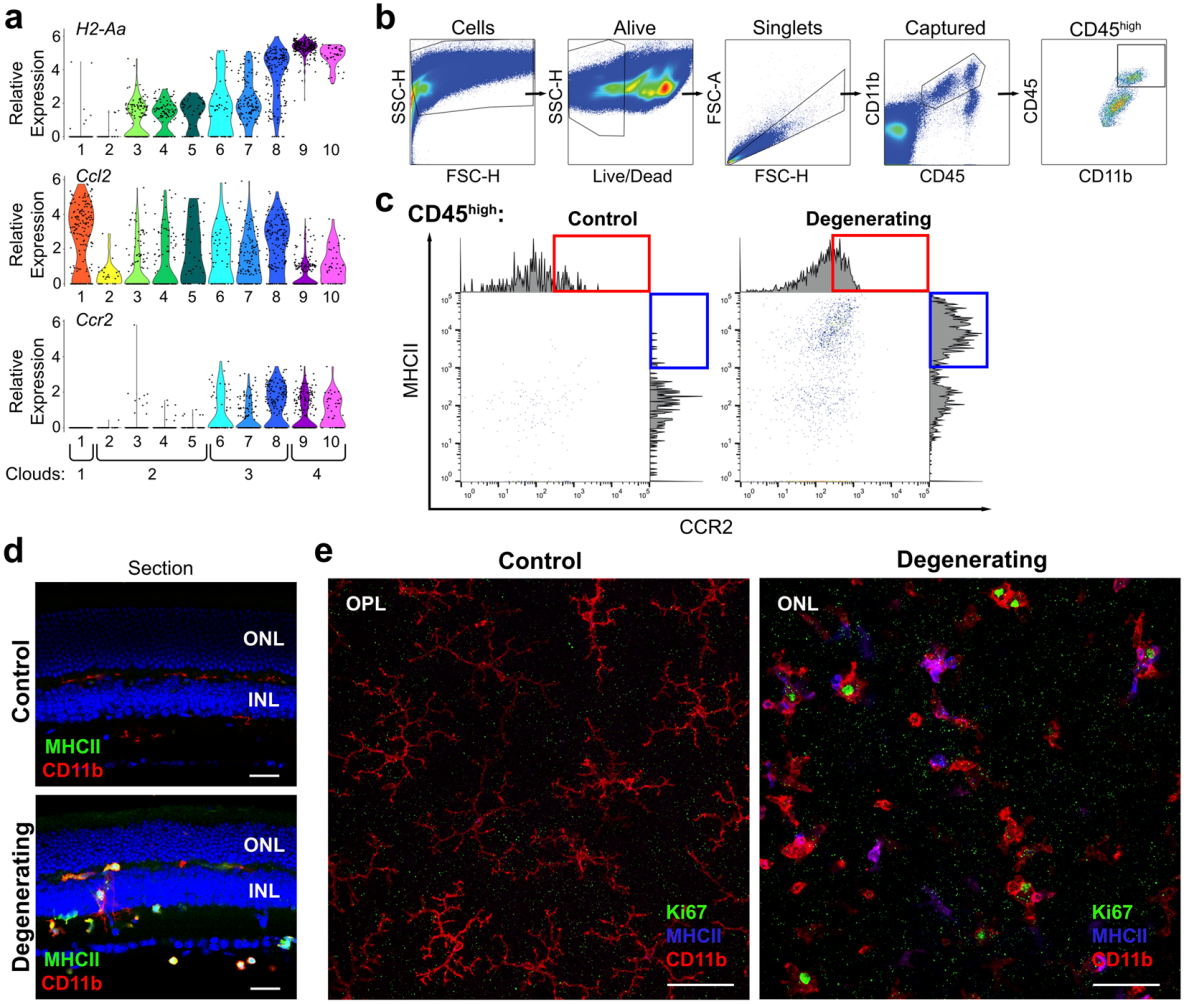
Utilizing traditional techniques in combination with scRNAseq data to understand the response of immune cell populations during acute photoreceptor degeneration. (**a**) Relative expression of *H2-Aa*, *Ccr2*, and *Ccl2* across clusters. (**b**) Complete gating strategy for identifying alive, single, captured CD11b^+^CD45^high^ cells. The gating strategy is shown here on the degenerating sample. (**c**) MHCII and CCR2 protein expression on CD11b^+^CD45^high^ cells gated for scRNAseq. There was an increase in MHCII^high^ events (blue box) and CCR2 (red box) in degenerating tissue. Histograms on the edge of plots show the distribution of events across fluorescence intensities of MHCII and CCR2. (**d**,**e**) During degeneration a subset of macrophage-like CD11b^+^ cells express MHCII. No MHCII expression is regularly detected in control *Arr1*^*−/−*^ retinas. In retinal sections, (**d**) MHCII^+^ cells can be seen in multiple retinal layers. Retinal flatmounts (**e**) clearly reveal that some, but not all, macrophage-like cells express MHCII during degenerationg, and there are no clear morphological distinctions between MHCII^+^ and MHCII^−^ macrophage-like cells. Additionally, during degeneration proliferating macrophage-like CD11b^+^ cells can be identified in the retina by nuclear Ki67 staining. Ki67^+^ nuclei are not observed in dark-reared control retinas, likely due to the very low levels of microglia turnorver at rest. Both MHCII^+^ (magenta, due to overlap of red and blue) and MHCII^−^ (red) CD11b^+^ cells with Ki67^+^ nuclei (green) can be observed in degenerating retinas. Scale bars in retinal sections indicate 25 µm; scale bars in flat mounts indicate 50 µm. ONL = outer nuclear layer; OPL = outer plexiform layer; INL = inner nuclear layer.

Through scRNAseq we also identified two subpopulations of proliferating cells in denerating retina (Fig. 4b, Clusters #4, 10). 

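The proliferation list of 12 genes was at 3957 CPM (3779 to 4141) in Cluster #4 and 3837 CPM (3689 to 3989) in Cluster #10. It was at 1434 CPM (1326 to 1548) in Cluster #3 and 1330.4 CPM (1219 to 1449) in Cluster #5, and lowest in Cluster #2 at 36.0 CPM. By library, the list was at 251 CPM (231 to 272) in kept control cells and 1055 CPM (1028 to 1082) in kept degenerating cells.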

Utilizing IHC, we confirmed the presence of mitotically active Cd11b^+^ cells using Ki67 staining in degenerating tissue. Again, Ki67^+^ cells were not localized to a particular retinal region and instead seemed equally scarce in both inner and outer retinal layers (Fig. 5e, example shown in outer retina). In contrast, Ki67^+^ nuclei were never observed in dark-reared control retinas, consistent with the scRNAseq findings.

In some cases, our scRNAseq data revealed cellular heterogeneity in the expression of genes commonly considered to be cell type-specific markers. For example, *Ccr2*, a common monocyte marker (e.g.^25^), was detectable in both monocyte and macrophage populations (Clouds #3 and #4; Fig. 5a), though indeed only statistically differentially expressed in monocyte Cloud #3 (1.5-fold higher expression; p = 1.35E-26; Supplemental Table 1). 

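*Ccr2* (ENSMUSG00000049103), on chromosome 9 from 124101950 to 124113557, was at 324 CPM (302 to 346) in Cloud #3 and 253 CPM (230.4 to 278) in Cloud #4. The ratio of its CPM in Cloud #3 to that of all other cells was 3.26 (2.92 to 3.64). On the measure of Supplemental Table 1, the fold of *Ccr2* in Cloud #3 was 1.88 as a power of e and 1.55 as a power of 2. A *Ccr2* UMI was found in 53.1% of Cloud #3 cells, 50% of Cloud #4 cells and 0 of 171 Cloud #1 cells, at medians of 6473, 6540.5 and 8440 UMIs. The interval of the Cloud #1 share of *Ccr2* reached up to 2.13%. After thinning the shares were 37.8% in Cloud #3 and 28.3% in Cloud #4.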

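By cluster, the level of *Ccr2* was 477 CPM (389.9 to 577) in Cluster #6, 149 CPM (127 to 173) in Cluster #7 and 453 CPM (417 to 492) in Cluster #8. A *Ccr2* UMI was found in 40.7% of Cluster #6 cells at a median of 4140 UMIs, 42.0% of Cluster #7 cells at 9350 UMIs, 63.4% of Cluster #8 cells at 6121.5 UMIs and 5% of Cluster #2 cells at 10083 UMIs. After thinning the shares were 41.0%, 21.0%, 47.6% and 2.5%. The fold of *Ccr2* in Cluster #8 over all other cells, on the measure of Supplemental Table 2, was 2.12 as a power of e and 1.68 as a power of 2.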

Notably,within Cloud #3 it was only differentially expressed in the inflammatory monocytes of Cluster #8 (1.8-fold higher expression, p = 3.30E-29 Supplemental Table 2), and not the other monocyte clusters. Antibody labeling and detection using FACS showed a similar modest increase in total CCR2 staining between control and degenerating retinas (Fig. 5c, red box). However, neither FACS nor scRNAseq results were as dramatic as the evident infiltration revealed by *in vivo* imaging of *Ccr2*^+/*RFP*^ retinas (Fig. 1b), possibly reflecting a difference in the lifetime of the RFP protein as compared to CCR2.

## Discussion

The present study uses scRNAseq to reveal distinct subpopulations of immune responders within the retina. In combination with *in vivo* imaging, flow cytometry, and immunohistochemistry, our results show that microglial activation, monocyte infiltration, and monocyte differentiation into macrophages can occur concurrently and rapidly, within 48 hours after the onset of photoreceptor degeneration. Here we describe the distinguishing molecular features of these subpopulations and discuss the consequences of these findings for retinal degeneration and neuroinflammation more generally.

### Distinguishing hallmarks of immune subpopulations in the degenerating retina

Rigorous analysis of the scRNAseq dataset generated here revealed the presence of distinct populations and subpopulations of both invading and resident myeloid cells, consistent with *in vivo* imaging (Fig. 1b), FACS analysis (Figs 2 and 5b,c), and immunohistochemistry (Figs 1a and 5d,e). Figure 6a outlines the distribution of immune subpopulations by location (retina vs. blood), condition (control vs degenerating), cloud group, and cluster number. In control retina, almost all of the immune cells were resident microglia; the majority (72.4%) of which were resting, compared to 22.8% activated. 

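Shares were taken over the cells of the clusters matched to Clusters #1 to #10. In the control library, 170 of 228 cells (74.6%, 68.4 to 80.1) belonged to Cluster #1 and 48 (21.1%, 15.9 to 26.9) to Clusters #2 to #5. These 48 include the 9 cells with at least 10 rod genes other than *Guca1a* and *Cngb1*, which had little microglial RNA and may be rods or pieces of rods. Of the alternatives, keeping cells with 200 to 3000 genes moved these shares most, to 44.2% in Cluster #1 and 50.2% in Clusters #2 to #5.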

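In control cells, 10 of 228 (4.39%, 2.12 to 7.92) belonged to the cluster matched to Cluster #6. With all variable genes, no upper gene limit, 20 principal components, variable genes chosen by vst or each library clustered on its own, 0% of control cells were in a cluster matched to Cluster #6. In the same order without the last setting, the share of monocyte-like cells, control, was 4.80%, 5.02%, 4.80% and 5.26%. Monocyte-like cells were thus still named in these settings, but in clusters not matched to Cluster #6. With each library clustered on its own, the share of monocyte-like cells, control, was 0%. Whether the same cells were named in each setting was not tested. The clusters matched to Clusters #7 to #10 held 0 of 228 control cells, which allows a share of up to 1.32% (3 counts of the total).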

The remaining immune cells in control retina were circulating monocytes trapped in the blood stream (4.4%). Remarkably, in degenerating tissue the majority of immune cells (64%) were peripheral in origin, and at the time point investigated here were comprised roughly equally of infiltrating monocytes (35.1%) and monocyte-derived macrophages (28.8%). 

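In the degenerating library, 557 of 869 cells (64.1%, 60.8 to 67.3) belonged to Clusters #7 to #10. Clusters #7 and #8 held 313 cells (36.0%, 32.8 to 39.3), Clusters #9 and #10 held 244 (28.1%, 25.1 to 31.2) and Cluster #6 held 44 (5.06%, 3.70 to 6.74). Of the alternatives, a resolution of 0.6 moved the shares of Clusters #7 to #10 most. They were then 50.6% in Clusters #7 to #10, 50.6% in Clusters #7 and #8 and 0% in Clusters #9 and #10. Macrophage-like cells were still named at this resolution, but their cluster matched none of Clusters #1 to #10. They therefore left the total, and these shares reflect the matching of clusters to numbers.

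**Figure D2:**
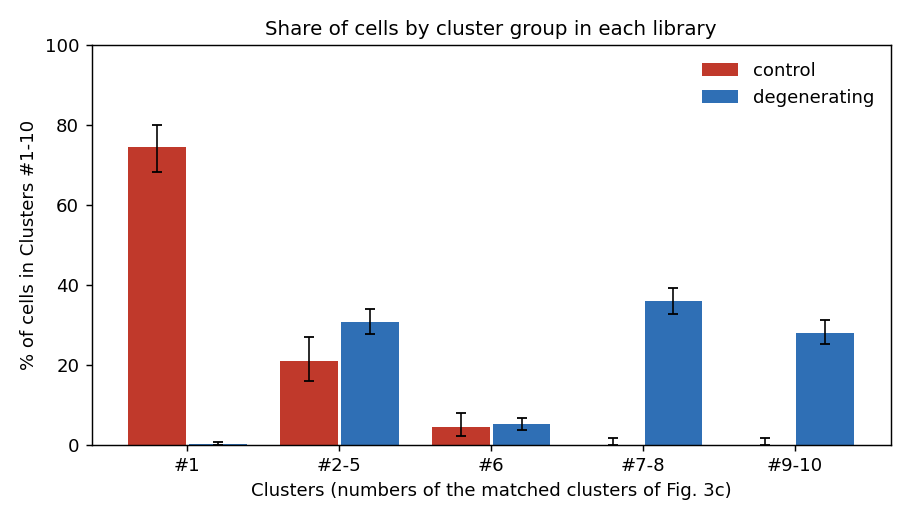
Share of cells in each group of clusters (x axis) as a percent of the cells in Clusters #1 to #10 (y axis), in the control and the degenerating library, with error bars for the Clopper-Pearson interval. Cluster #1 holds 74.6% of control cells and 0.115% of degenerating cells.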

Only 30.7% of the immune cells in the degenerating retina were activated, resident microglia.

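The clusters matched to Clusters #2 to #5 held 267 of 869 degenerating cells (30.7%, 27.7 to 33.9), and Cluster #1 held 1. At a resolution of 0.6, the alternative that moved it most, the share of Clusters #2 to #5 was 42.1%. With the 119 cells of the unnamed Cluster #7 left out, activated microglia-like cells were 35.6% (32.2 to 39.1) of 750 cells.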

**Figure 6:**
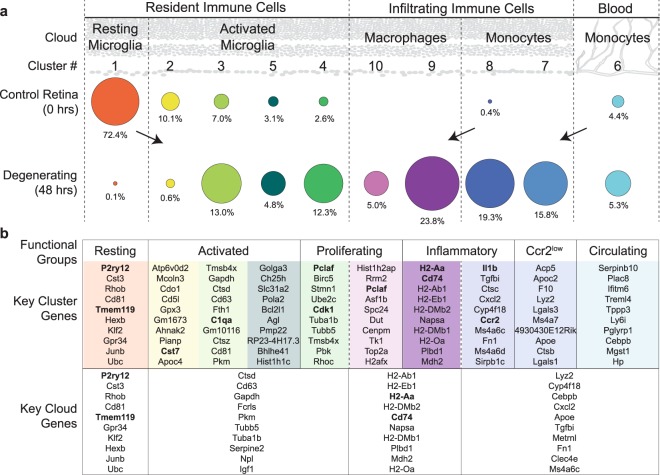
Summary of immune subpopulations identified by scRNAseq. (**a**) Comparison of the relative population sizes organized by cloud and cluster number for control (0 hours of light exposure) and degenerating (48 hours of light exposure) tissue. In control retina, almost all of the immune cells were resident microglia, with resting microglia being the dominant type. In denerating tissue, most immune cells were infiltrating monocytes and monocyte-derived macrophages, while only a third were resident microglia, demonstrating that in the degenerating retina, microglia activation occurs concurrently with monocyte infiltration and differentiation into macrophages. The size of each dot corresponds to to the number of cells captured; the percent of cells within each condition is given. (**b**) Groups based on gene expression profiles for each cluster. The top 10 significantly differentialy expressed genes for each cluster and cloud are given (sorted by adjusted p-value, see Supplemental Tables 1 and 2 for an extended list, see Methods for description of how lists were created). Expression of genes in bold are also shown graphically throughout Figs 3–5.

Statistical comparison of transcriptional profiles revealed distinct subpopulations with clear and often dramatic differences in gene expression between them. Figure 6b lists the top 10 significantly differentially expressed genes for each cluster and cloud, sorted by the adjusted p-value (see Supplemental Tables 1 and 2 for an extended list and all p-values) and categorized into functional groups based on gene expression in the cluster subpopulations. For example, proliferating microglia and monocytes (Clusters #4 and #10, respectively) both express significantly higher levels of *Pclaf* (*2810417H13Rik*) compared to all other cells, indicating that these cells were undergoing DNA replication and establishing their status in the proliferating functional group. Nonetheless, the molecular profile of numerous other genes within these clusters allowed us to simultaneously classify them into two distinct subpopulations of activated microglia and macrophages. Similarly, the molecular profile of Clusters #1–5 clearly identify these as Resting (#1) and Activated (#2–5) microglia; however the more subtle differences between Clusters #2, #3, and #5 raise the question as to whether the activated microglia clusters represent stages of one continuous activation pathway or functionally distinct pathways. 

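*Pclaf* (*2810417H13Rik*, ENSMUSG00000040204) lies on chromosome 9 from 65890237 to 65903266. The ratio of its CPM to that of all other cells was 5.31 (4.59 to 6.13) for Cluster #4 and 11.6 (10.3 to 13.2) for Cluster #10.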

Finally, the key cloud genes (Fig. 6b, bottom) emphasize commonalities in gene expression across the broader cell groups: Resting Microglia, Activated Microglia, Monocytes, and Monocyte-derived Macrophages and are derived from Supplemental Table 1.

### Understanding molecular heterogeneity is critical for potential functional analysis

In addition to revealing subpopulations of each cell class, the scRNAseq analysis allows inference about the potential function(s) of individual subpopulations to ascertain the role they play during neurodegeneration. For example, Macrophages (Cloud #4, Clusters #9, #10) showed significantly higher levels of *H2-Aa* expression, an MHCII gene associated with antigen processing and presentation compared to all other groups (Fig. 5a, Supplemental Tables 1, 2). 

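The ratio of *H2-Aa* CPM in Cloud #4 to that of all other cells was 8.33 (8.16 to 8.50). Among degenerating cells, *H2-Aa* was at 7076 CPM (6937 to 7217) in monocyte-like cells and 409 CPM (374 to 446) in activated microglia-like cells.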

Retinal MHCII^+^ cells, especially in the subretinal space, have been described in models of RPE death^6^, and after light injury in *Cx3cr1*^*−/− *^^7^, *RPE65*^*Leu/Leu*^, and wild-type mice^8^. Our immunohistochemistry revealed that MHCII^+^ cells were localized throughout all of the retinal layers and were not morphologically distinct from other CD11b^+^ cells. The differences in the localization and appearance of MHCII^+^ cells in these various models of degeneration may reflect differences in the site of infiltration, either across Bruch’s membrane and RPE, or, as in the present study, across retinal vessels.

Another potential functional inference that can be drawn from the data is the role of CCL2-CCR2 signaling, which is widely known to recruit systemic immune cells during retinal degeneration. Here we found that *Ccl2* was detectable in all of the immune subgroups (Fig. 5a), and notably not differentially increased in activated microglia, suggesting they are not the source of CCL2 to recruit infiltrating monocytes at this time point. Conversely, Monocytes (Cloud #3) and Macrophages (Cloud #4) showed expression of *Ccr2*, the CCL2 receptor (Fig. 5a), with considerable variability in expression between Clusters #6–10. This variability may reflect the rapid degradation of CCR2 and downregulation of *Ccr2* expression after extravasation into the retinal parenchyma. Indeed, in the *Cx3cr1*^*−/−*^ model of age-related macular degeneration, it has been shown that monocytes downregulate *Ccr2* rapidly when differentiating into macrophages^7^.

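*Ccl2* (ENSMUSG00000035385), on chromosome 11 from 82035571 to 82037453, was at 4799.8 CPM (4691 to 4911) in resting microglia-like control cells. In activated microglia-like cells *Ccl2* was at 319.7 CPM (279.9 to 364) in the control and 1818 CPM (1744 to 1895) in the degenerating library. In the degenerating library it was at 1964 CPM (1891 to 2039) in monocyte-like and 407 CPM (378 to 437) in macrophage-like cells.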

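In Clusters #9 and #10 *Ccr2* was at 250.4 CPM (222 to 281) and 258 CPM (221 to 300.0). In activated microglia-like degenerating cells *Ccr2* was at 64.2 CPM (50.9 to 80.1).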

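*Il10* (ENSMUSG00000016529, chromosome 1, 131019845 to 131024974) had 0 UMIs in the 229 kept control cells, which allows a share of up to 1.31% of cells (3 counts of the total). In degenerating cells it had 53 UMIs in 24 of 898 cells (2.67%, 1.72 to 3.95), at medians of 8540 UMIs in control and 5541.5 UMIs in degenerating cells. After thinning, an *Il10* UMI was found in 0.747% of degenerating cells. By class, *Il10* UMIs were found in 13 of 238 monocyte-like and 8 of 119 unnamed degenerating cells.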

Surprisingly, we found a distinct lack of anti-inflammatory markers, such as *Il10* (Fig. 4a), in all cells, even in the resting microglia population. Because monocytes and macrophages are capable of adopting both pro- and anti-inflammatory phenotypes^25^, it is possible that anti-inflammatory cells may play a role in the response to photoreceptor degeneration at later time points, or as the rate of degeneration slows and the tissue enters a homeostatic “recovery” phase. It is also possible that anti-inflammatory signaling is more prevalent in slower models of retina degeneration.

### Implications for photoreceptor degeneration and other retinal degenerative diseases

Many mouse models have been described with genetic and/or phenotypic similarities to human retinal degenerative diseases with varying ages of onset and speed of degeneration^26–28^. While all models involve activation of resident microglia, the potential involvement of the peripheral immune system remains unclear. In some instances, such as in cases of RPE and/or light damage, monocytes and macrophages have been detected in the degenerating retina^5,8^, though it has not been resolved whether they enter through the retinal or choroidal vasculature.

Arrestin-1 is distinctly a photoreceptor-specific protein that is not expressed in leukocytes^29,30^ or other cells of the retina^31^. *Arr1* binds photoexcited rhodopsin^32^, quenching its ability to activate G-protein in the phototransduction cascade of vertebrate rods. Mice lacking *Arr1* have normal retinal morphology when reared in complete darkness, yet when they are exposed to light, unrestrained rhodopsin signaling causes photoreceptors to rapidly degenerate over the course of a few days^12,15,17^ even in relatively dim light^18^. Thus, the *Arr1*^*−/−*^ mouse serves as a model for time-locked, light-induced photoreceptor degeneration, allowing the acute response of both resident and infiltrating immune cells to be followed consistently in time. The ability to chart the immune response to a time-locked degeneration onset is especially critical for studying the differentiation of monocytes into macrophages within the CNS, and how these interactions may change over time. ScRNAseq in time-locked models will be important to determine how microglia and infiltrating immune cells re-establish surveillance in degenerated retina and their immune responses to therapies and subsequent insults related to aging.

In summary, scRNAseq revealed a previously immeasurable degree of heterogeneity in the myeloid response to cell-autologous degeneration of neurons within the central nervous system, including changes in the local resident populations and an invasion of immune cells from the periphery (Fig. 6). The complex differences between populations observed here highlight the necessity of utilizing unbiased high-throughput and high-dimensional molecular techniques like scRNAseq in combination with techniques like immunohistochemistry, *in vivo* imaging or ultimately spatial transcriptomics^33,34^.

## Methods

### Animals

Mice were cared for and handled in accordance with the National Institutes of Health guidelines for the care and use of experimental animals and under approved protocols by the UC Davis Institutional Animal Care and Use Committee. *Arr1*^*−/−*^ mice^12,14^ were born and maintained in constant darkness before exposure to light (200 lux, 48 hours). Homozygous *Cx3cr1*^*GFP/GFP*^ (strain 005582)^35^ and *Ccr2*^*RFP/RFP*^ (strain 017586)^36^ knock-in mice were obtained from The Jackson Laboratory, and crossed with the *Arr1*^*−/−*^ to obtain fluorescent knock-in heterozygotes in a homozygous *Arr1*^*−/−*^ background (*Arr1*^*−/−*^*Cx3cr1*^*+/GFP*^ and *Arr1*^*−/−*^*Ccr2*^*+/RFP*^, respectively). All mice used in this study were between 2–4 months old. Although there are reports of sex differences in microglia function and reactivity^37^, no differences were observed in immunohistochemistry or *in vivo* microglial imaging experiments (data not shown); thus, both male and female animals were used and the results combined. To avoid sex-specific differences in gene expression, only retinas from female mice were used for scRNAseq. 

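*Xist*, which is transcribed from the inactive X chromosome of female cells, had 788 UMIs in the control barcodes and 969 UMIs in the degenerating barcodes. The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* had 0 UMIs in both libraries, and for each the interval reached up to 1.27 CPM in control and 0.638 CPM in degenerating barcodes. *Sag*, the gene of arrestin-1, had 4 UMIs in control and 34 UMIs in degenerating barcodes. By cluster, the list of *Xist* and these Y-linked genes was lowest in Cluster #4 at 10.7 CPM and highest in Cluster #5 at 468 CPM.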

Six littermates (3 dark-reared controls and 3 degenerating, 48 hours light-exposed mice) were used for single-cell sequencing in order to capture a sufficient number of high quality cells, ideally approximately 200 cells of any significant immune cell type^38^. Female littermates were randomly divided between control and degenerating groups.

### Immunohistochemistry

Immunohistochemistry was performed as previously described^39^. Briefly, mice were sacrificed by carbon dioxide euthanasia and eyes enucleated and submerged in 4% paraformaldehyde at room temperature. After 5 minutes of fixation, the cornea and lens were removed, and the eyecups were fixed for an additional 20–25 minutes. For retinal sections, fixed eyecups were embedded in agarose and sectioned on a vibratome (Leica) at a thickness of 150 µm. Sections were blocked at room temperature in normal serum, incubated in primary antibody solution at 4 °C overnight, washed in PBS 3 times for 15 minutes each, and incubated in secondary antibody solution at room temperature for 1.5–2 hours before an additional 3 PBS washes and mounting with ProLong Diamond Antifade (Invitrogen). For retinal flatmounts, retinas were removed from fixed eyecups, followed by incubation in 1% Triton X-100 in PBS overnight at 4 °C, and then blocked with normal serum for 2 hours at 37 °C. Retinas were incubated in primary antibody solution overnight at 4 °C, washed 3 times in PBT for 15–30 minutes at room temperature, and incubated in secondary antibody solution for 1.5–2 hours at 37 °C before 3 PBT washes and mounting with ProLong Diamong Antifade with DAPI (Invitrogen). Tissue was stained for Ki67 using an antibody raised in rabbit (1:300; Abcam), followed by Alexa Fluor-conjugated secondary antibody (1:300; Invitrogen); rat antibodies against CD11b and MHCII (1:300 and 1:200 respectively; BioLegend) were preconjugated to Alexa Fluors and added to the seconday antibody solution; DAPI (Invitrogen) was also added to the secondary antibody solution (2 drops/mL). All sections and flatmounts were imaged using a Nikon A1 confocal microscope.

### *In vivo* imaging with scanning laser ophthalmoscopy

A custom-built scanning laser ophthalmoscopy (SLO) system was used to image GFP^+^ and RFP^+^ cells within the retina, simultaneously collecting the reflectance and fluorescence images^40^. For imaging, mice were anesthetized with 2–2.5% isoflurane and positioned on a heating pad (37 °C) with a micropositioner (Bioptigen, Morrisville, NC) that allowed rotational and translational adjustment for positioning the mouse with respect to the contact lens. The pupils were dilated and cyclopleged with tropicamide and phenylephrine, and the corneal surface wetted with Gel Tears hypromellose gel (GenTeal Tears Severe, Alcon). Gel Tears helped maintain a homogeneous refractive surface between the cornea and the custom 0 diopter contact lens (Unicon Corporation, Osaka, Japan). GFP and RFP excitation was achieved with 488 nm and 561 nm lasers, respectively. Images were collected over 51° of visual angle at 43 µm per degree. In Fiji^41^, images were registered^42^, averaged, background subtracted, and pseudo-colored for presentation.

### Fluorescence activated cell sorting (FACS)

FACS was performed using a protocol modified from an established method^8,17^. After dissection, each retina was incubated in 1 mL of digestion buffer containing: Hank’s Balanced Salt Solution (10–547 F, Lonza), 5% Fetal Bovine Serum (FBS; 35010CV, Corning), 10 mM HEPES, 0.7 mg/mL calcium chloride, 1.5 mg/mL Collagenase A (10103586001, Roche), and 0.1 mg/mL DNase I (10104159001, Roche) at 37 °C for 15 minutes. Following incubation, each retina was gently dissociated and the resulting single-cell suspension was washed, filtered through a 70 µm cell strainer, centrifuged at 350xg for 5 minutes, and resuspended in PBS. Cells were stained for viability (Zombie Viability NIR, Biolegend), and blocked with Fc light chain antibodies (eBiosciences), supplemented with normal rat serum and normal mouse serum. Cells were then incubated with anti-mouse CD11b conjugated to BV605, anti-mouse CD45 conjugated to PE, anti-mouse CCR2 conjugated to PE/Cy7, and anti-mouse AI/IE (MHCII) conjugated to BV711 (all Biolegend). Cell suspensions were washed in PBS containing 0.5% Bovine Serum Albumin (BSA), centrifuged at 350 × g for 5 minutes, and resuspended in 0.5% BSA in PBS with 1:50 EDTA. All retinas were processed separately, until being combined by group (6 retinas from 3 dark-reared, control mice and 6 retinas from 3 light-exposed, degenerating mice) immediately before sorting. Cells were sorted into 40 µL of ice cold DMEM supplemented with 10% FBS using the MoFlo Astrios cell sorter (Beckman) at the UC Davis Flow Cytometry Core, gating for alive CD11b^+^CD45^+^ cells. Further analysis was performed using FlowJo.

### Single-cell RNA library preparation and sequencing

Sequencing libraries were prepared from the sorted CD11b^+^CD45^+^ cells from each group (control and degenerating samples) using the 10X Genomics system (Chromium) at the UC Davis DNA Technologies and Expression Core according to manufacturer recommendations. The two resulting cDNA libraries were sequenced on a NextSeq (Illumina) system running 150 cycles of paired-end reads at the UC Davis DNA Technologies and Expression Core according to manufacturer recommendations. The transcript read lengths were 98 bp, and the sample index, cell barcode, and UMI read lengths were 8 bp, 14 bp, and 10 bp respectively. Cells were sequenced at a mean depth of 474,191 reads per cell in the control library and 225,889 reads per cell in the degenerating library. The scRNAseq dataset generated and analyzed here is available in the NCBI Gene Expression Omnibus (GEO) repository, accession number GSE121081.

### scRNAseq Analysis

Initial sequence processing, including barcode processing, transcript alignment, and generation of gene-barcode matrices were performed using Cell Ranger (Chromium) at the UC Davis Bioinformatics Core. Further processing and analysis was performed in R, primarily with the Seurat package unless otherwise specified^43–45^. Cells were examined for quality control, removing those with unique gene counts over 3,000 (to remove potential doublets from the dataset) and under 500 (to remove spurious contamination). Data were then normalized for unique molecular identifier (UMI) counts per cell and mitochondrial genes following the standard Seurat workflow. After principal components analysis, the transcript expression from the top ten principal components was used to perform *t*-distributed stochastic neighbor embedding (tSNE) dimensional reduction. Clusters were identified using a graph-based local moving algorithm with a resolution of 1.5^22^. This resolution was selected after trying a wide range of resolution values (0.6–1.6) and decided upon in consultation with the UC Davis Bioinformatics Core, based upon the generation of a similar number of clusters across several resolutions and reasonable numbers of differentially expressed genes between clusters. Expression of marker genes were identified using the FindMarkers function in Seurat. This function identifies genes differentially expressed in a given group (either a cluster or cloud) compared to all other cells in the dataset using a non-parametric Wilcoxon rank sum test followed by Bonferroni correction. For each cluster or cloud, p-value adjustments were based on the total number of genes expressed in at least 25% of the cells in the cluster or cloud being tested.

## Supplementary information

Supplement

## References

[1] Herz J, Filiano AJ, Smith A, Yogev N, Kipnis J (2017). Myeloid Cells in the Central Nervous System. Immunity.

[2] Wolf SA, Boddeke HW, Kettenmann H (2017). Microglia in Physiology and Disease. Annu Rev Physiol.

[3] Ousman SS, Kubes P (2012). Immune surveillance in the central nervous system. Nat Neurosci.

[4] Baufeld C, O’Loughlin E, Calcagno N, Madore C, Butovsky O (2018). Differential contribution of microglia and monocytes in neurodegenerative diseases. J Neural Transm (Vienna).

[5] Guillonneau X (2017). On phagocytes and macular degeneration. Prog Retin Eye Res.

[6] Ma W (2017). Monocyte infiltration and proliferation reestablish myeloid cell homeostasis in the mouse retina following retinal pigment epithelial cell injury. Sci Rep.

[7] Sennlaub F (2013). CCR2(+) monocytes infiltrate atrophic lesions in age-related macular disease and mediate photoreceptor degeneration in experimental subretinal inflammation in Cx3cr1 deficient mice. EMBO Mol Med.

[8] O’Koren EG, Mathew R, Saban DR (2016). Fate mapping reveals that microglia and recruited monocyte-derived macrophages are definitively distinguishable by phenotype in the retina. Sci Rep.

[9] Reyes NJ, O’Koren EG, Saban DR (2017). New insights into mononuclear phagocyte biology from the visual system. Nat Rev Immunol.

[10] McMenamin, P. G., Saban, D. & Dando, S. J. Immune cells in the retina and choroid: Two different tissue environments that require different defenses and surveillance. *Prog Retin Eye Res*, 10.1016/j.preteyeres.2018.12.002 (2018).10.1016/j.preteyeres.2018.12.002PMC732180130552975

[11] Hickman SE (2013). The microglial sensome revealed by direct RNA sequencing. Nat Neurosci.

[12] Xu J (1997). Prolonged photoresponses in transgenic mouse rods lacking arrestin. Nature.

[13] Wilden U, Kuhn H (1982). Light-dependent phosphorylation of rhodopsin: number of phosphorylation sites. Biochemistry.

[14] Chen J, Simon MI, Matthes MT, Yasumura D, LaVail MM (1999). Increased susceptibility to light damage in an arrestin knockout mouse model of Oguchi disease (stationary night blindness). Invest Ophthalmol Vis Sci.

[15] Hao W (2002). Evidence for two apoptotic pathways in light-induced retinal degeneration. Nat Genet.

[16] Wang T, Chen J (2014). Induction of the unfolded protein response by constitutive G-protein signaling in rod photoreceptor cells. J Biol Chem.

[17] Karlen, S. J. Miller, E. B., Wang, X., Levine, E. S., Zawadzki, R. J. & Burns, M.E. Monocyte infiltration rather than microglia proliferation dominates the early immune response to rapid photoreceptor degeneration. *Journal of Neuroinflammation* **15,** 344, 10.1186/s12974-018-1365-4 (2018).10.1186/s12974-018-1365-4PMC765942630553275

[18] Levine ES (2014). Rapid light-induced activation of retinal microglia in mice lacking Arrestin-1. Vision Res.

[19] Keren-Shaul H (2017). A Unique Microglia Type Associated with Restricting Development of Alzheimer’s Disease. Cell.

[20] Hammond, T. R. *et al*. Single-Cell RNA Sequencing of Microglia throughout the Mouse Lifespan and in the Injured Brain Reveals Complex Cell-State Changes. *Immunity*, 10.1016/j.immuni.2018.11.004 (2018).10.1016/j.immuni.2018.11.004PMC665556130471926

[21] Yu YR (2016). A Protocol for the Comprehensive Flow Cytometric Analysis of Immune Cells in Normal and Inflamed Murine Non-Lymphoid Tissues. PLoS One.

[22] Macosko EZ (2015). Highly Parallel Genome-wide Expression Profiling of Individual Cells Using Nanoliter Droplets. Cell.

[23] McHarg S, Clark SJ, Day AJ, Bishop PN (2015). Age-related macular degeneration and the role of the complement system. Mol Immunol.

[24] Calippe B (2017). Complement Factor H Inhibits CD47-Mediated Resolution of Inflammation. Immunity.

[25] Yang J, Zhang L, Yu C, Yang XF, Wang H (2014). Monocyte and macrophage differentiation: circulation inflammatory monocyte as biomarker for inflammatory diseases. Biomark Res.

[26] Kiser PD, Palczewski K (2016). Retinoids and Retinal Diseases. Annu Rev Vis Sci.

[27] Chang B (2002). Retinal degeneration mutants in the mouse. Vision Res.

[28] Levy O (2015). APOE Isoforms Control Pathogenic Subretinal Inflammation in Age-Related Macular Degeneration. J Neurosci.

[29] Shay T, Kang J (2013). Immunological Genome Project and systems immunology. Trends Immunol.

[30] Heng TS, Painter MW (2008). & Immunological Genome Project, C. The Immunological Genome Project: networks of gene expression in immune cells. Nat Immunol.

[31] Siegert S (2012). Transcriptional code and disease map for adult retinal cell types. Nat Neurosci.

[32] Wilden U, Hall SW, Kuhn H (1986). Phosphodiesterase activation by photoexcited rhodopsin is quenched when rhodopsin is phosphorylated and binds the intrinsic 48-kDa protein of rod outer segments. Proc Natl Acad Sci USA.

[33] Stahl PL (2016). Visualization and analysis of gene expression in tissue sections by spatial transcriptomics. Science.

[34] Strell, C. *et al*. Placing RNA in context and space - methods for spatially resolved transcriptomics. *FEBS J*, 10.1111/febs.14435 (2018).10.1111/febs.1443529542254

[35] Jung S (2000). Analysis of fractalkine receptor CX(3)CR1 function by targeted deletion and green fluorescent protein reporter gene insertion. Mol Cell Biol.

[36] Saederup N (2010). Selective chemokine receptor usage by central nervous system myeloid cells in CCR2-red fluorescent protein knock-in mice. PLoS One.

[37] Lenz KM, McCarthy MM (2015). A starring role for microglia in brain sex differences. Neuroscientist.

[38] Ziegenhain C (2017). Comparative Analysis of Single-Cell RNA Sequencing Methods. Mol Cell.

[39] Ronning KE (2018). Loss of cone function without degeneration in a novel Gnat2 knock-out mouse. Exp Eye Res.

[40] Zhang P (2015). *In vivo* wide-field multispectral scanning laser ophthalmoscopy-optical coherence tomography mouse retinal imager: longitudinal imaging of ganglion cells, microglia, and Muller glia, and mapping of the mouse retinal and choroidal vasculature. J Biomed Opt.

[41] Schindelin J (2012). Fiji: an open-source platform for biological-image analysis. Nat Methods.

[42] Thevenaz P, Ruttimann UE, Unser M (1998). A pyramid approach to subpixel registration based on intensity. IEEE Trans Image Process.

[43] R: A language and environment for statistical computing (R Foundation for Statistical Computing, Vienna, Austria, 2008).

[44] Satija R, Farrell JA, Gennert D, Schier AF, Regev A (2015). Spatial reconstruction of single-cell gene expression data. Nat Biotechnol.

[45] Butler A, Hoffman P, Smibert P, Papalexi E, Satija R (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat Biotechnol.

# Supplementary material for: Molecular profiling of resident and infiltrating mononuclear phagocytes during rapid adult retinal degeneration using single-cell RNA sequencing
**Source:** Sci Rep. 2019 Mar 19;9:4858. doi: 10.1038/s41598-019-41141-0
**Supplement:** Supplementary file 1 — Supplement

Supplemental Information:

**Molecular profiling of resident and infiltrating mononuclear phagocytes during rapid adult retinal degeneration using single-cell RNA sequencing**

Kaitryn E. Ronning^1^, Sarah J. Karlen^2^, Eric B. Miller^1^, and Marie E. Burns^1,2,3^ *

Contents:

Supplemental Figure 1

Supplemental Table 1

Supplemental Table 2

Supplemental Figure 1.

**Supplemental Figure 1.** Many commonly used marker genes of monocytes and macrophage-like cells are expressed in immune cells before and/or during retinal degeneration. Relative expression is indicated on tSNE plots, with the highest expression in saturated color and the lowest expression in gray.

**Supplemental Table 1.** Top 35 differentially expressed genes for cells in each cloud (defined in Figure 3B), listed in ascending order based on adjusted p-value. Differentially expressed genes were identified using the FindMarkers function in Seurat, using a Wilcoxon rank sum test followed by Bonferroni correction. For each cloud, all cells within that cloud were compared to all other cells outside of the cloud. The log_2_FC expression indicates the log_2_ fold-change of the average increase in expression in cells in that cloud compared to the average expression across all other cells. Genes were only considered if they were expressed in at least 25% of the cells within that cloud. Also shown are the percent of cells within and outside of the cloud that express a given gene.

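The fold values of Supplemental Table 1 were compared with folds from mean normalized expression on the natural and the log2 scale. The median difference from the table was 0.0214 with natural logarithms and 0.498 with log2. Natural logarithms were closer for 139 of 140 genes, with slopes across genes of 0.981 to 1.01 by cloud, compared with 1.42 to 1.46 with log2. Genes are not independent replicates.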

1. Cloud 1

| **Gene symbol** | **Log_2_FC expression** | **Adjusted p-value** | **Cells expressing gene in Cloud (%)** | **All other cells expressing (%)** |
| --- | --- | --- | --- | --- |
| P2ry12 | 2.776 | 4.15E-135 | 98.1% | 13.6% |
| Cst3 | 2.289 | 2.54E-82 | 100.0% | 97.7% |
| Rhob | 2.031 | 4.33E-80 | 92.0% | 26.3% |
| Cd81 | 1.976 | 1.18E-78 | 100.0% | 64.3% |
| Tmem119 | 2.012 | 5.45E-78 | 85.8% | 21.4% |
| Gpr34 | 1.902 | 7.88E-78 | 77.2% | 13.0% |
| Klf2 | 2.412 | 2.42E-77 | 99.4% | 46.4% |
| Hexb | 1.675 | 1.23E-76 | 100.0% | 90.3% |
| Junb | 1.774 | 4.02E-76 | 100.0% | 88.3% |
| Ubc | 1.647 | 1.87E-72 | 99.4% | 89.1% |
| Siglech | 1.521 | 1.36E-68 | 50.6% | 4.0% |
| Jun | 2.394 | 2.13E-67 | 98.1% | 66.4% |
| Fos | 2.073 | 5.42E-67 | 99.4% | 79.7% |
| Sparc | 1.552 | 4.72E-66 | 78.4% | 16.2% |
| Jund | 1.673 | 1.39E-65 | 98.8% | 75.8% |
| Egr1 | 1.850 | 1.44E-65 | 94.4% | 39.8% |
| Adrb2 | 2.309 | 8.66E-64 | 72.8% | 16.1% |
| Sepp1 | 1.764 | 6.34E-59 | 93.8% | 42.8% |
| Ctss | 1.036 | 2.27E-57 | 100.0% | 96.7% |
| Ccl3 | 2.187 | 3.26E-57 | 95.7% | 67.6% |
| Selplg | 1.787 | 6.87E-56 | 92.6% | 52.3% |
| Ltc4s | 1.341 | 7.61E-56 | 61.1% | 10.3% |
| C1qc | 1.213 | 1.16E-55 | 100.0% | 79.2% |
| Il1a | 1.803 | 1.69E-55 | 77.2% | 21.9% |
| Dusp1 | 1.498 | 1.43E-53 | 99.4% | 81.7% |
| Ier2 | 1.486 | 1.01E-48 | 98.8% | 74.0% |
| C1qb | 1.089 | 1.72E-48 | 100.0% | 84.4% |
| Ccl4 | 2.036 | 2.89E-48 | 96.3% | 73.9% |
| Glul | 1.608 | 1.95E-47 | 86.4% | 36.9% |
| Serinc3 | 1.237 | 4.81E-46 | 95.1% | 61.5% |
| Serpine2 | 1.317 | 5.92E-46 | 85.8% | 33.1% |
| Fosb | 1.506 | 1.10E-45 | 81.5% | 30.5% |
| Trem2 | 1.286 | 2.33E-45 | 94.4% | 56.5% |
| C1qa | 1.051 | 3.83E-45 | 100.0% | 77.2% |
| Btg2 | 1.756 | 7.27E-43 | 87.7% | 40.2% |

1. Cloud 2 – Activated microglia

| **Gene Symbol** | **Log_2_FC expression** | **Adjusted p-value** | **Cells expressing gene in Cloud (%)** | **All other cells expressing (%)** |
| --- | --- | --- | --- | --- |
| Ctsd | 1.500 | 1.15E-52 | 94.4% | 88.1% |
| Cd63 | 1.369 | 2.14E-51 | 86.7% | 54.8% |
| Gapdh | 0.839 | 6.29E-39 | 92.6% | 80.1% |
| Fcrls | 1.332 | 7.04E-37 | 59.3% | 23.8% |
| Pkm | 0.987 | 1.80E-34 | 89.2% | 76.8% |
| Tubb5 | 1.118 | 2.21E-33 | 79.6% | 52.4% |
| Tuba1b | 0.948 | 1.79E-31 | 82.7% | 60.8% |
| Serpine2 | 0.896 | 3.20E-31 | 67.0% | 30.0% |
| Npl | 1.041 | 5.91E-30 | 35.8% | 7.6% |
| Igf1 | 1.092 | 2.28E-29 | 31.2% | 5.4% |
| Cd81 | 0.368 | 2.42E-28 | 90.1% | 61.1% |
| Fth1 | 0.765 | 6.79E-28 | 100.0% | 99.6% |
| Stmn1 | 1.262 | 8.42E-27 | 49.7% | 19.8% |
| Aldoa | 0.874 | 2.80E-26 | 88.0% | 82.5% |
| C1qa | 0.677 | 4.44E-25 | 92.3% | 75.8% |
| Rhoc | 1.079 | 1.33E-24 | 40.7% | 13.0% |
| Birc5 | 1.077 | 2.07E-24 | 28.4% | 5.2% |
| C1qc | 0.624 | 8.46E-24 | 92.9% | 77.9% |
| Cst7 | 1.300 | 9.56E-24 | 33.3% | 8.6% |
| Tmsb4x | 0.692 | 6.36E-22 | 99.4% | 100.0% |
| Syngr1 | 1.122 | 1.85E-21 | 60.2% | 33.0% |
| Ctsz | 0.662 | 1.15E-20 | 93.2% | 94.6% |
| Mt1 | 1.345 | 2.32E-20 | 66.7% | 47.4% |
| Prdx1 | 0.618 | 2.84E-20 | 91.0% | 81.1% |
| Ctsb | 0.689 | 1.18E-19 | 96.3% | 96.9% |
| Gm10116 | 0.507 | 7.12E-18 | 99.1% | 99.9% |
| C1qb | 0.481 | 1.09E-17 | 96.6% | 82.6% |
| Mif | 0.915 | 1.48E-17 | 72.5% | 54.1% |
| Ftl1 | 0.477 | 1.63E-17 | 99.7% | 100.0% |
| Timp2 | 1.251 | 1.00E-16 | 57.1% | 33.5% |
| 2810417H13Rik | 0.872 | 2.25E-16 | 30.9% | 9.4% |
| Lpl | 1.266 | 7.77E-16 | 35.5% | 13.8% |
| Cd9 | 0.620 | 1.55E-15 | 88.6% | 81.4% |
| Hmgn1 | 1.253 | 2.28E-15 | 51.9% | 30.2% |
| Ctsl | 0.854 | 3.55E-15 | 59.0% | 36.6% |

1. Cloud 3 - Monocytes

| **Gene symbol** | **Log_2_FC expression** | **Adjusted p-value** | **Cells expressing gene in Cloud (%)** | **All other cells expressing (%)** |
| --- | --- | --- | --- | --- |
| Lyz2 | 1.828 | 6.44E-96 | 100.0% | 94.2% |
| Cyp4f18 | 1.378 | 2.79E-73 | 76.1% | 24.6% |
| Cebpb | 1.491 | 8.71E-71 | 97.7% | 72.2% |
| Cxcl2 | 1.641 | 1.21E-68 | 92.9% | 59.7% |
| Apoe | 1.019 | 1.90E-67 | 100.0% | 99.0% |
| Tgfbi | 1.119 | 7.10E-60 | 80.4% | 32.0% |
| Metrnl | 1.324 | 1.83E-58 | 63.9% | 16.5% |
| Fn1 | 1.130 | 1.87E-54 | 56.0% | 12.4% |
| Clec4e | 1.168 | 4.51E-49 | 42.9% | 6.3% |
| Ms4a6c | 0.930 | 1.48E-46 | 86.1% | 43.7% |
| Chil3 | 1.489 | 8.77E-44 | 33.2% | 3.0% |
| Lgals1 | 0.895 | 1.34E-43 | 84.9% | 50.5% |
| Acp5 | 1.404 | 1.37E-43 | 59.7% | 20.6% |
| Lst1 | 0.872 | 2.71E-43 | 54.0% | 13.5% |
| Fcer1g | 0.575 | 1.45E-42 | 99.7% | 92.1% |
| Cyba | 0.659 | 9.08E-42 | 98.3% | 86.7% |
| Pla2g7 | 0.926 | 1.39E-40 | 39.5% | 6.5% |
| Msrb1 | 0.982 | 3.76E-39 | 70.2% | 30.2% |
| Prdx5 | 0.816 | 5.93E-39 | 92.0% | 66.6% |
| Plaur | 0.983 | 3.54E-37 | 72.4% | 32.8% |
| Ifi27l2a | 1.106 | 4.16E-35 | 71.9% | 33.4% |
| Il1b | 0.865 | 4.07E-34 | 88.4% | 51.2% |
| Lgals3 | 0.863 | 9.74E-34 | 92.3% | 63.7% |
| Ms4a7 | 1.039 | 1.03E-33 | 48.6% | 14.2% |
| 4930430E12Rik | 0.509 | 5.38E-31 | 34.7% | 6.5% |
| Sirpb1c | 0.808 | 1.37E-30 | 39.2% | 9.2% |
| Gm10116 | 0.456 | 5.00E-30 | 100.0% | 99.5% |
| Ifitm3 | 0.899 | 1.86E-28 | 88.4% | 51.4% |
| Arg1 | 1.450 | 3.25E-28 | 31.5% | 6.2% |
| Ccrl2 | 0.771 | 1.32E-27 | 71.6% | 37.3% |
| Psap | 0.650 | 6.18E-27 | 98.9% | 91.7% |
| Ccr2 | 0.628 | 1.35E-26 | 53.1% | 20.1% |
| Thbs1 | 0.650 | 2.11E-26 | 26.1% | 3.6% |
| Fcgr2b | 0.604 | 6.04E-26 | 60.5% | 25.8% |
| Sdcbp | 0.562 | 5.10E-25 | 94.0% | 78.9% |

1. Cloud 4 - Macrophages

| **Gene symbol** | **Log_2_FC expression** | **Adjusted p-value** | **Cells expressing gene in Cloud (%)** | **All other cells expressing (%)** |
| --- | --- | --- | --- | --- |
| H2-Ab1 | 2.156 | 1.27E-111 | 100.0% | 71.5% |
| H2-Eb1 | 2.170 | 2.00E-111 | 100.0% | 56.2% |
| H2-Aa | 2.101 | 3.80E-111 | 100.0% | 62.2% |
| H2-DMb2 | 2.000 | 4.27E-111 | 88.3% | 20.6% |
| Cd74 | 1.984 | 1.55E-108 | 100.0% | 80.4% |
| Napsa | 1.744 | 2.49E-99 | 89.1% | 23.5% |
| H2-DMb1 | 1.478 | 1.27E-88 | 98.4% | 45.0% |
| Plbd1 | 1.378 | 3.92E-81 | 92.6% | 30.4% |
| Mdh2 | 1.560 | 4.93E-80 | 96.9% | 57.6% |
| H2-Oa | 1.606 | 2.11E-77 | 54.3% | 5.0% |
| Cfp | 1.463 | 5.48E-77 | 85.2% | 27.2% |
| H2-DMa | 1.214 | 1.03E-69 | 98.4% | 56.8% |
| Il1r2 | 1.410 | 9.93E-69 | 59.4% | 9.8% |
| Crip1 | 1.139 | 1.47E-66 | 97.3% | 54.5% |
| Itgb7 | 1.096 | 3.57E-65 | 50.8% | 5.5% |
| Lsp1 | 0.968 | 5.58E-60 | 88.3% | 35.1% |
| Bhlhe40 | 1.172 | 5.64E-60 | 80.9% | 28.9% |
| Tmsb10 | 0.911 | 1.65E-58 | 99.2% | 76.7% |
| Epcam | 1.092 | 4.64E-58 | 35.5% | 1.5% |
| Qpct | 1.566 | 2.44E-57 | 61.3% | 14.6% |
| S100a11 | 1.255 | 1.16E-56 | 77.7% | 25.1% |
| Gsn | 1.063 | 6.12E-52 | 77.7% | 28.6% |
| S100a6 | 1.066 | 3.38E-51 | 76.2% | 24.8% |
| Ifitm2 | 0.928 | 1.19E-47 | 95.3% | 53.3% |
| Syngr2 | 0.887 | 3.26E-47 | 89.8% | 43.8% |
| Ifitm1 | 1.537 | 8.14E-47 | 39.5% | 4.8% |
| Rpl18a | 0.576 | 7.12E-46 | 100.0% | 96.1% |
| Vasp | 0.914 | 4.23E-45 | 89.1% | 49.3% |
| Rps6 | 0.562 | 1.13E-44 | 100.0% | 95.4% |
| Ifitm3 | 0.700 | 1.27E-44 | 96.9% | 53.0% |
| Klrk1 | 0.969 | 1.75E-44 | 35.2% | 3.5% |
| Rps27rt | 0.629 | 1.42E-42 | 99.6% | 85.1% |
| Rpl13 | 0.485 | 3.39E-42 | 100.0% | 97.5% |
| Rps19 | 0.520 | 5.04E-42 | 100.0% | 96.9% |
| Il1b | 0.813 | 7.86E-42 | 96.1% | 53.0% |

**Supplemental Table 2.** Top 30 differentially expressed genes for cells in each cluster (defined in Figure 3C), listed in ascending order based on adjusted p-value. Differentially expressed genes were identified using the FindMarkers function in Seurat, using a Wilcoxon rank sum test followed by Bonferroni correction. For each cluster, all cells within that cluster were compared to all other cells outside of the cluster. The log_2_FC expression indicates the log_2_ fold-change of the average increase in expression in cells in that cluster compared to the average expression across all other cells. Genes were only considered if they were expressed in at least 25% of the cells within that cluster. Also shown are the percent of cells within and outside of the cluster that express that gene.

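For Supplemental Table 2, natural logarithms were closer for 309 of 360 genes, with a median difference of 0.0592 compared with 0.47 on the log2 scale. The direction given in the table was found for 358 genes. By cluster, the median difference with natural logarithms was largest in Cluster #2 at 0.265, followed by Cluster #3 at 0.139 and Cluster #10 at 0.116. In Cluster #2 alone log2 was closer, with a median difference of 0.151. The percent of its cells with each gene also differed most from the table, by a median of 16.8 points. The rebuilt Cluster #2 thus holds other cells than the paper's, and its folds do not decide the scale. Slopes by cluster were 0.832 to 1 with natural logarithms and 1.2 to 1.45 with log2.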

A. Microglia

B. Monocytes and Macrophages

C. Unidentified clusters:

How the deposited data were processed for this re-analysis (not part of the article)

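Single-cell RNA was measured in CD11b+CD45+ cells of the retina of *Arr1*−/− mice, in a control library from dark-reared mice and a degenerating library from littermates after 48 h of light, each pooled from 6 retinas of 3 mice. The deposited values are UMI counts per gene and cell barcode, which the authors made with Cell Ranger by barcode processing, alignment and counting, and as deposited they are whole numbers. Cell barcodes had 14 bases and UMIs 10 bases, and the transcript read had 98 bases. The paper's text names neither the genome build nor the versions of Cell Ranger and Seurat, and gene positions given here are those of GENCODE vM21 on GRCm38. From the paper's mean number of reads per cell, the control library had 73.9 and the degenerating library 37.1 reads per UMI.

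Cells were filtered and clustered after the paper's methods. Counts of genes detected in at least 3 cells were scaled to 10000 per cell and log-transformed, and UMI count and mitochondrial share were regressed out. Variable genes were those with mean expression from 0.0125 to 3 and dispersion above 0.5. Of these 2914 genes, 40 whose levels are reported or which mark a class were left out, so that clustering did not produce their levels. The immediate-early, dendritic cell, endothelial cell and rod lists and the leading genes of each cloud were not left out, so their levels describe the clusters. The shared-neighbour graph was partitioned with the smart local moving algorithm. A cluster was named after the class whose marker list had the highest mean standardized level, provided that at least 3 of its markers were detected in at least 10% of the cells. Where more of the 10 leading genes belonged to another list than to that of the class, the cluster took the name of the other cell type if at least 3 did, and otherwise stayed unnamed, as did clusters of few UMIs without a leading marker. Work was done in R 4.3.3 with Seurat 5.3.0 and in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19 and matplotlib 3.10.9.

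The 20 marker lists were those of resting microglia, activated microglia, the microglial lineage, monocytes, MHCII macrophages, proliferating cells, non-classical monocytes, dendritic cells, migratory dendritic cells, classical tissue macrophages, perivascular macrophages, neutrophils, T and NK cells, B cells, rods, Müller glia, endothelial cells, erythrocytes, immediate-early genes and sex-linked genes. Single genes reported are those the paper names or shows, the first 10 genes of each cloud in Supplemental Table 1 and the 5 genes with the largest CPM ratio in each cluster among genes detected in at least 25% of its cells. The marker lists, this rule, the filters, the clustering steps and the alternatives were set before the data were examined, except where a choice is said to have come later. Groups under 10 cells were given no gene levels. The number of UMIs for thinning was the 10th percentile of the kept cells, rounded down to a multiple of 100, and 95 degenerating cells had too few UMIs for it. Alternatives covered the genes used for clustering, the limits on genes per cell, doublet and mitochondrial filters, the resolution, the number of principal components, regression, the algorithm, the choice of variable genes, clustering of each library on its own, the measure of a gene's level and the cells a fold is taken against. Folds for comparison with Supplemental Tables 1 and 2 were taken from mean normalized expression as the logarithm of the mean plus 1. With a single library per condition, no p-values were calculated.

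The steps were tested on simulated data. Cells drawn from the summed profile of each cluster gave 12 clusters, and 63.1% of the kept cells received the name of the class they were drawn from. By the highest-scoring class alone, a measure added after that value was seen, 99.1% did. In a second simulation, made after the first, only as many UMIs were drawn as give each cell its own number of detected genes and the rest were copies of those, and these shares were 70.1% and 99.8%. In simulated counts with 200 changed genes, 200 had the direction they were made with, with a median error of 0.0738 on the log2 scale. The changed genes had at least 50 CPM, and the counts were drawn for summed groups without spread between cells or mice. This covers the ratio of CPM alone and not the folds from mean normalized expression.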

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

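The tests of rod-rich cells with at least 10 other rod genes, of the control barcodes under 500 genes, of the UMI counts of Cluster #12 and of cells named rod-like were chosen only after the result was seen, the readings of the test with at least 5 rod genes and of that of the control barcodes under 500 genes were changed after their values were seen, and the other tests here were chosen before.

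A signal in cells the paper left unidentified appeared in Cluster #12, where the migratory dendritic cell list was at 11702.5 CPM, compared with 370.3 CPM in Cluster #1, the next highest. All of its 19 cells came from the degenerating library, *Ccr7* was at 4651 CPM (4167 to 5175) and *Fscn1* at 3077 CPM (2687 to 3509), and 7 of the 7 listed genes were found in at least 10% of its cells. Droplets with a macrophage-like cell and another cell would have more UMIs than macrophage-like cells, but the median UMI count of the cluster was 0.532 times theirs (3477 against 6540.5), which argues against this. A candidate explanation is a small population of migratory dendritic cells, and no other explanation was tested.

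In Cluster #11, which the paper also left unidentified, the endothelial cell list was at 11714 CPM, compared with 24.3 CPM in Cluster #10. It held 11 cells, *Cldn5* was at 6321 CPM (5774 to 6905) and *Egfl7* at 1879 CPM (1587 to 2210.2), and 8 of the 8 listed genes were found in at least 10% of its cells. The summed level of 5 myeloid genes in its degenerating cells was 0.154 times that of monocyte-like cells, between the limit below which endothelial cells alone were predicted and the limit above which droplets shared with a myeloid cell were. Endothelial cells alone and endothelial cells in a droplet with a myeloid cell cannot be told apart at this level.

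The dendritic cell list was at 648 CPM in macrophage-like degenerating cells, a signal the paper does not report, and 8 of the 12 listed genes were found in at least 10% of these cells. The most abundant were *Mgl2* at 153 CPM (135 to 172) and *Kmo* at 103 CPM (88.2 to 119). The list was 5.77 times as high as in monocyte-like cells, while the classical tissue macrophage list was 0.339 times as high, as dendritic cells within the class predict. This may come from dendritic cells among the cells named macrophage-like or from dendritic cell genes expressed by macrophages, and no test separated these.

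In the control library, 9 activated microglia-like cells had UMIs of at least 10 rod genes other than *Guca1a* and *Cngb1*, although control mice were kept in the dark, and these cells had between 12 and 16 such genes. Free rod RNA would add the same rod UMIs to all cells, but the other rod genes were 300 times as high in the cells with *Guca1a* or *Cngb1* as in those without. The 9 cells held 98.76% of the rod UMIs of their class, so this ratio argues against free RNA for these cells alone. Rods or pieces of rods in droplets with little microglial RNA would leave the microglial lineage list low. In the cells with at least 5 other rod genes, the minimum set first, that list was 0.519 times its level in other cells, a pooled value that does not decide, since most lineage UMIs came from 3 cells with under 10 such genes and most rod UMIs from the others. With the later minimum of 10, control cells had it at 0.0348 times the level of those with under 5, which is consistent with rods or pieces of rods and was found and tested on the same cells. For the cells with fewer rod genes, free rod RNA and uptake of rod RNA by microglia both remain open.

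The 225 control barcodes under 500 genes, which the paper did not analyse, had a rod list of 16659 CPM, compared with 4403 CPM in kept control cells and 48.8 CPM in the 51 degenerating barcodes under 500 genes. Of these control barcodes, 23 had at least 10 of the rod genes other than *Guca1a* and *Cngb1*. Droplets of free RNA with the average profile of kept control cells would have their ratio of the activated to the resting microglia list, and the quotient of these ratios was 0.544, from 2.31 in these barcodes and 4.25 in kept cells. The resting microglia list was at 6123 CPM and 6401 CPM, and the microglial lineage list at 61952 CPM and 62927 CPM. Since the profile of free RNA was not measured, droplets of free RNA and cells with few detected genes cannot be told apart. When cells with 200 to 3000 genes were clustered, 24 of the 206 control barcodes under 500 genes in that range fell in a cluster named rod-like. Among kept cells, 28 control cells were named rod-like when each library was clustered on its own. Of the 229 kept control cells, however, 16 had at least 5 rod genes other than *Guca1a* and *Cngb1*, and 10 had at least 10. Some of the 28 therefore had under 5 such genes. Rods or pieces of rods are a candidate explanation only for the barcodes with many rod genes. The other barcodes, microglia with few detected genes among them, were not tested further. The condition stays among the open explanations, since light exposure and library coincide.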

How the results depend on the processing

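The random seeds and the counting of the unnamed cluster as monocyte-like were chosen only after the result was seen, and the other tests here before.

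The shares below are of the cells in named classes. These shares of classes stayed within the intervals of the main values with all variable genes and 20 principal components, and were the same with the Louvain algorithm and with random seeds 1 to 5. The number of clusters was 11 with all variable genes and 10 with 20 principal components, and only a change by over 1.5 times was counted as moved. The limit of 10% on mitochondrial UMIs left the kept cells as they were and says nothing. With a resolution of 0.6 in place of 1.5, 7 clusters were found in place of 12, and a lower resolution gives fewer clusters by construction.

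The share of resting microglia-like cells, control, was 74.6%, and 48% with 200 to 3000 genes, 82.1% without regression and 53.7% with each library clustered on its own. With the same settings the share of activated microglia-like cells, control, was 21.1%, 46%, 13.0% and 46.3%. The share of monocyte-like cells, control, was 4.39%, and 0% of 201 cells left after those named rod-like (Clopper-Pearson interval up to 1.82%) with each library on its own. Without regression, 21 control cells were unnamed in place of 0, which changes the total by construction, while the share in the cluster matched to Cluster #1 stayed at 74.6% and in those matched to Clusters #2 to #5 at 21.1%. For the other settings the cause was not tested. With 200 to 3000 genes, 435 control barcodes were kept in place of 229, and activated microglia-like cells were nearly as frequent as resting ones.

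The share of activated microglia-like cells, degenerating, was 35.6%. It was 30.8% with no upper gene limit, 30.8% without Scrublet doublets, 30.3% at resolution 0.6, 30.6% at resolution 1.0, 24.1% without regression and 30.6% with variable genes chosen by vst. The share of monocyte-like cells, degenerating, was 31.7%, and 40.9% with 200 to 3000 genes, 40.7% without Scrublet doublets, 41.4% at resolution 0.6, 40.6% at resolution 1.0, 36.9% without regression and 41.6% with vst genes. In the same order of settings the share of macrophage-like cells, degenerating, was 32.5%, 25.4%, 28.4%, 28.1%, 28.6%, 38.8% and 27.6%. For both peripheral classes, the share of monocyte-like and macrophage-like cells, degenerating, was 64.3%, and 69.0% with no upper gene limit, 69.1% without Scrublet doublets, 69.5% at resolution 0.6, 69.2% at resolution 1.0, 75.7% without regression and 69.2% with vst genes. When the unnamed cluster was counted as monocyte-like, the shares were 30.7% activated microglia-like, 41.1% monocyte-like, 28.1% macrophage-like and 69.2% for both peripheral classes. Without Scrublet doublets, at both other resolutions, with vst genes and with 200 to 3000 genes, 0 degenerating cells were unnamed in place of 119, compared with 166 with no upper gene limit and 231 without regression. This changes the total by construction. In the last 2 settings the share in clusters matched to Clusters #7 to #10 was 67.4% and 64.9%, compared with 64.1%, and in those matched to Clusters #2 to #5 32.3% and 30.5%, compared with 30.7%. Beyond this the cause was not tested.

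Of 180 gene levels by class, thinning moved 94 beyond their counting interval and 34 by over 1.5 times. The mean of each cell's CPM moved 80 (31 by over 1.5 times), 200 to 3000 genes 73 (29), all variable genes 29 (4), and leaving mitochondrial and ribosomal protein genes out of the denominator 68 (0). Among all gene levels compared, not those by class alone, thinning moved 85 of 540 by over 1.5 times. In this wider set the mean of each cell's CPM moved 69 of 540 by as much, 200 to 3000 genes 97 of 480 and all variable genes 26 of 510. The change of denominator moved 0 of 540 by as much. Of 75 folds, all were 1.44 times as large in the median on the log2 scale by construction, and 64 moved when taken against outside cells of the same library, 15 of them by over 1.5 times. Of the folds against outside cells of the same library, 0 changed direction. Depth limits the shares of cells with a UMI, since 95 degenerating cells were too shallow to thin and the median of activated microglia-like degenerating cells was 3132 UMIs.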

Differences from the paper's values

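None of the tests here was chosen only after the result was seen, except that the set of folds to compare was briefly narrowed afterwards and then restored in full. Of 10 values from the paper's text, 0 differed by over 1.5 times, the limit set for values without a sign. Among these, the folds of *Ccr2* were 1.88 in Cloud #3 and 2.12 in Cluster #8 as powers of e, or 1.55 and 1.68 as powers of 2 and 1.52 and 1.82 as powers of e against outside cells of the same library, compared with the paper's 1.5 and 1.8, which are powers of 2 of the values in the paper's tables. Of 75 log folds from Supplemental Tables 1 and 2, 32 differed by more than the counting error. Both sets of folds come from the same libraries, so neither counting error nor spread between mice separates them. The counting error serves here only as a limit of size, and the differences lie in the processing and in the cells placed in each group. The log folds below are natural logarithms, the scale closer to the tables in every cloud and in every cluster but Cluster #2.

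In Cloud #1, *Cst3* was 2.309 in place of the paper's 2.289, *Cd81* was 2.03 in place of the paper's 1.976 and *Junb* was 1.749 in place of the paper's 1.774. For Cloud #2, *C1qa* was 0.6439 in place of the paper's 0.677. In Cloud #3, *Lyz2* was 1.808 in place of the paper's 1.828, *Cebpb* was 1.457 in place of the paper's 1.491, *Apoe* was 0.931 in place of the paper's 1.019, *Ms4a6c* was 1.029 in place of the paper's 0.930 and *Il1b* was 0.904 in place of the paper's 0.865. In Cloud #4, *H2-Ab1* was 2.053 in place of the paper's 2.156, *H2-Eb1* was 2.102 in place of the paper's 2.170, *H2-Aa* was 2.037 in place of the paper's 2.101, *Cd74* was 1.921 in place of the paper's 1.984, *H2-DMb1* was 1.373 in place of the paper's 1.478 and *Plbd1* was 1.315 in place of the paper's 1.378.

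For Cluster #2, *Cst7* was 1.767 in place of the paper's 2.210, *Cd63* was 1.642 in place of the paper's 1.965 and *Apoe* was 1.792 in place of the paper's 2.114. For Cluster #3, *Cd63* was 0.7028 in place of the paper's 0.846, *C1qa* was 0.2358 in place of the paper's 0.634 and *Cstb* was 0.6207 in place of the paper's 0.512. For Cluster #4, *2810417H13Rik* was 1.328 in place of the paper's 1.497. For Cluster #6, *Lyz2* was 1.392 in place of the paper's 1.363. For Cluster #7, *Lyz2* was 1.479 in place of the paper's 1.632, *Apoe* was 1.102 in place of the paper's 1.187, *Spp1* was 1.744 in place of the paper's 1.810 and *Cstb* was 1.037 in place of the paper's 0.990. For Cluster #8, *Ccr2* was 0.7521 in place of the paper's 0.835 and *Apoe* was 0.5231 in place of the paper's 0.485. For Cluster #9, *H2-Aa* was 1.929 in place of the paper's 1.993 and *Cd74* was 1.849 in place of the paper's 1.906. For Cluster #10, *2810417H13Rik* was 1.558 in place of the paper's 1.704. Of the alternatives set before the data were examined, taking the fold against outside cells of the same library closed the gap for *Cd63* (0.855) and *Cstb* (0.478) in Cluster #3 and for none of the others, and the log2 scale closed none.

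The legends of Supplemental Tables 1 and 2 call the fold values log2. On the natural scale the folds found here rose with those of Supplemental Table 1 with slopes between 0.981 and 1.01 by cloud, and on the log2 scale with slopes between 1.42 and 1.46.

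The paper places rod phototransduction transcripts in a subset of activated microglia, mainly in cells of Cluster #5. Here *Guca1a* was at 863 CPM in Cluster #3 and 273 CPM in Cluster #5, and control cells with many rod genes carried most of it, since degenerating cells alone gave 54.6 CPM and 16.8 CPM. The match to Cluster #3 is weak, with a score of 1.05 against 1.02 for the next best and a correlation of 0.766 with the paper's folds, so that the number given to these cells is uncertain.

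The paper describes similar expression of C1q genes in control and degenerating samples. In microglia-like cells *C1qa* was at 9578 CPM in control and 5705 CPM in degenerating cells, *C1qb* at 13277 CPM and 6691 CPM, and *C1qc* at 12532 CPM and 6419.6 CPM. The shares of cells with a *C1qa* UMI were close after thinning. Against the other control cells, the natural log folds of Cloud #1 were 0.033 for *C1qa*, 0.094 for *C1qb* and 0.13 for *C1qc*. The lower levels are thus a difference between single libraries.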

Other observations

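The tests on 20 draws of simulated cells, on all genes at an equal number of UMIs and on immediate-early genes within Cluster #6 were chosen only after the result was seen. The rule for reading the MHCII test and the reading of the test of immediate-early genes by class were changed after their values were seen. Apart from those named first, the tests here were chosen before.

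Immediate-early genes, which respond to tissue dissociation, were at 58243 CPM (57862 to 58626) in resting microglia-like control cells, 11190.3 CPM (10948 to 11436) in activated microglia-like control cells and 6079 CPM (5942 to 6218) in activated microglia-like degenerating cells. A response to processing shared by the control library predicts higher levels there in every class, and the control level was 1.84 times the degenerating level in activated microglia-like cells and 1.61 times in monocyte-like cells. The classes hold different clusters in each library, however, and within Cluster #6, the only cluster with at least 10 cells of each, the control level was 1.01 times the degenerating level, with 10 control cells. A response to processing and a difference in the mix of clusters or in condition cannot be told apart with so few cells in shared clusters.

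MHCII genes were found in activated microglia-like degenerating cells at a median of 2.34% of their level in macrophage-like cells (quartiles 2.08 and 4.39, 8 genes), and 24 other genes that macrophage-like cells express and control microglia lack at 4.21% (quartiles 2.6 and 7.66). Free RNA from macrophage-like cells predicts equal shares and expression by microglia a higher share for MHCII genes, and the quotient of 0.556 met neither prediction. Free RNA and expression by microglia cannot be told apart by this test.

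At 2200 UMIs per cell, control cells had a median of 557 genes and degenerating cells 789. Without the 50 genes of most UMIs in control cells, in cells thinned to 1800 UMIs of the other genes, the quotient of the medians was 0.738, compared with 0.721 with all genes at this number of UMIs in the same cells, which argues against a few abundant genes as the whole cause. Read errors in UMI sequences at greater read depth predict more values above a single UMI among rare genes, and in the control library 62.9% of such values were above a single UMI, compared with 46.1% in the degenerating library. This is consistent with read errors, but rare cell types and the greater UMI totals of control cells could also raise it.

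In simulated cells with a single expression profile, 9 to 13 clusters were found in 20 draws, 3 of which gave at least the number found in measured cells, and 10 when part of the UMIs were copies of others, as in the second simulation, so that the number of clusters alone does not count cell types.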
